# Transcriptional Regulation of the Glucose-6-Phosphate/Phosphate Translocator 2 Is Related to Carbon Exchange Across the Chloroplast Envelope

**DOI:** 10.3389/fpls.2019.00827

**Published:** 2019-06-27

**Authors:** Sean E. Weise, Tiffany Liu, Kevin L. Childs, Alyssa L. Preiser, Hailey M. Katulski, Christopher Perrin-Porzondek, Thomas D. Sharkey

**Keywords:** glucose 6-phosphate, G6P, GPT2, RRTF1, TPT, GAP, PGA, redox regulation

## Abstract

The exchange of reduced carbon across the inner chloroplast envelope has a large impact on photosynthesis and growth. Under steady-state conditions it is thought that glucose 6-phosphate (G6P) does not cross the chloroplast membrane. However, growth at high CO_2_, or disruption of starch metabolism can result in the *GPT2* gene for a G6P/P_i_ translocator to be expressed presumably allowing G6P exchange across the chloroplast envelope. We found that after an increase in light, the transcript for GPT2 transiently increases several 100-fold within 2 h in both the Col-0 and WS ecotypes of *Arabidopsis thaliana*. The increase in transcript for GPT2 is preceded by an increase in transcript for many transcription factors including Redox Responsive Transcription Factor 1 (RRTF1). The increase in *GPT2* transcript after exposure to high light is suppressed in a mutant lacking the RRTF1 transcription factor. The *GPT2* response was also suppressed in a mutant with a T-DNA insert in the gene for the triose-phosphate/P_i_ translocator (TPT). However, plants lacking TPT still had a robust rise in *RRTF1* transcript in response to high light. From this, we conclude that both RRTF1 (and possibly other transcription factors) and high amounts of cytosolic triose phosphate are required for induction of the expression of *GPT2*. We hypothesize that transient *GPT2* expression and subsequent translation is adaptive, allowing G6P to move into the chloroplast from the cytosol. The imported G6P can be used for starch synthesis or may flow directly into the Calvin-Benson cycle via an alternative pathway (the G6P shunt), which could be important for regulating and stabilizing photosynthetic electron transport and carbon metabolism.

## Introduction

Plants live in a stochastic environment with drivers of photosynthesis such as CO_2_ availability and light changing rapidly as abiotic factors such as cloud cover or humidity change over the course of minutes and hours. Hexose phosphate transport into plastids has been shown to allow plants achieve higher rates of photosynthesis over the course of several days when irradiance is increased (Dyson et al., 2015). This process of acclimation involves the differential expression (DE) and changes in abundance of hundreds of proteins in the chloroplast (Miller et al., 2017). The glucose-6-phosphate/phosphate translocator 2 (GPT2) in *Arabidopsis* is of particular interest as the expression for this protein increases rapidly, hours as opposed to days, when irradiance is increased (Athanasiou et al., 2010). We wanted to better understand the more rapid changes in gene expression, as opposed to acclimation, that occur when the photosynthetic rate of a plant increases. To this end, we focused on the role of GPT2 in carbon exchange across the chloroplast envelope.

Hexose phosphate transport into plastids was first documented 30 years ago. It was determined that starch synthesis in heterotrophic amyloplasts used imported hexose phosphates rather than triose phosphates (Keeling et al., 1988; Tyson and ap Rees, 1988). In 1995 it was discovered that autotrophic chloroplasts could also transport glucose 6-phosphate (G6P) if they were made heterotrophic by feeding sugars *in vitro* or when sugars accumulate in the cytosol *in vivo* (Quick et al., 1995; Lloyd and Zakhleniuk, 2004). It is now known that the hexose phosphate/phosphate (P_i_) translocators are part of a family of sugar phosphate and phosphoenolpyruvate translocators that include triose phosphate/P_i_ translocators, pentose phosphate/P_i_ translocators, and phosphoenolpyruvate/P_i_ translocators (Fischer et al., 1997; Kammerer et al., 1998; Hejazi et al., 2014). The hexose phosphate/P_i_ translocators (GPTs) work like the triose-phosphate/P_i_ translocators (TPTs). One molecule of hexose monophosphate is exchanged for one molecule of P_i_ or another sugar phosphate (Lee et al., 2017). The GPTs are promiscuous and will transport triose phosphates as well as, or better than, G6P, but GPTs will not transport G1P or F6P (Kammerer et al., 1998; Eicks et al., 2002).

The concentration of G6P in the chloplast and cytosol has been measured in the light five times in four species, spinach,potato, bean, and *Arabidopsis* and one species, bean, in the dark. In all cases the G6P concentration was found to be greater in the cytosol than the stroma both day and night (Gerhardt et al., 1987; Sharkey and Vassey, 1989; Schleucher et al., 1999; Weise et al., 2006; Szecowka et al., 2013). This makes it unlikely that expression of a glucose-6-phosphate/P_i_ translocator results in net G6P export from the chloroplast but rather G6P would be transported from the cytosol to the stroma. Two GPTs have been identified in *Arabidopsis*, *GPT1* At5g54800, and *GPT2* At1g61800 (Niewiadomski et al., 2005). *GPT1* has a low constitutive level of expression in almost all tissue and is necessary for embryo sac development and pollen maturation; *gpt1* mutants are embryo lethal (Niewiadomski et al., 2005). *GPT2* has low, almost undetectable, expression in all tissues but high expression amounts have been seen in leaves when plants are fed or accumulate sugars (Lloyd and Zakhleniuk, 2004; Dyson et al., 2014). Plants in which starch metabolism is compromised have higher expression of *GPT2* and chloroplast membranes are able to transport G6P (Kunz et al., 2010). *GPT2* transcript also increases in leaves in response to an increase in light and plays a role in the photosynthetic acclimation to high light (Athanasiou et al., 2010; Dyson et al., 2015).

Our goal was to better understand the regulation and metabolic role of GPT2 in day time metabolism. We measured transcript amounts using both qPCR and RNA-Seq of *GPT2* and other related genes in both the Columbia-0 and Wassilewskija ecotypes of *Arabidopsis* and a number of mutants under a variety of photosynthetic conditions. From this work, we found that *GPT2* is transcriptionally regulated and requires both triose phosphate export from the chloroplast and the Redox Responsive Transcription Factor 1 (RRTF1) for expression. We hypothesize that GPT2 plays an important role in facilitating starch synthesis in stochastic high light conditions and may be necessary to maintain the redox poise of the cytosol.

## Materials and Methods

### Plant Material and Growing Conditions

Wild-type *Arabidopsis thaliana* ecotype Columbia-0 (Col-0) and Wassilewskija (WS) and the mutants listed in Table 1 were used. All mutants used have been previously characterized with the exception of *tpt-3* SALK_028503. We found that the T-DNA insert was in the first exon based on the primer sites used to confirm the line was homozygous for the insert. Transcript of the *TPT* gene was checked by qPCR and was below our detection limit (results not shown).

**TABLE 1:** *Arabidopsis* mutants used in this study.

**Enzyme disrupted**	**Mutant**	**Gene locus**	**Ecotype**	**Mutant line and references**
Glucan water dikinase	*sex1-8*	At1g10760	Col-0	SALK_077211 (Ritte et al., 2006)
Plastid fructose 1,6-bisphosphatase	*hcef1*	At3g54050	Col-0	Livingston et al.,2010
Glucose-6-phosphate/P_i_ translocator 2	*gpt2-1*	At1g61800	Col-0	GABI_454H06 (Dyson et al., 2014)
Plastid phosphoglucomutase	*pgm1-1*	At5g51820	Col-0	TC75, *pgm1-1* (Egli et al., 2010)
Redox responsive transcription factor 1	*rrtf1-1*	At4g34410	Col-0	*Δrrtf1* SALK_150614 (Khandelwal et al., 2008)
Triose phosphate/P_i_ translocator	*tpt-3*	At5g46110	Col-0	SALK_028503 (This study)
Xylose-5-phosphate/P_i_ translocator	*xpt-2*	At5g17630	Col-3	SAIL_378_C01 (Hilgers et al., 2018)
Plastid phosphoglucomutase	*pgm1*	At5g51820	WS	ACG21 (Kiss et al., 1996)
Plastid starch phosphorylase	*phs1-1*	At3g29320	WS	Zeeman et al.,2004
Triose phosphate/P_i_ translocator	*tpt-1*	At5g46110	WS	Schneider et al.,2002

Plants were grown in a fluorescently lit growth chamber under a 12 h photoperiod with a photon flux density (PFD) of 120 μmol m^–2^ s^–1^. The daytime temperature was 23°C and the nighttime temperature was 20°C. Humidity was held at a minimum of 60% relative humidity. All plants used in this study were grown hydroponically to prevent drought stress and other stresses that might affect expression of genes being studied. The hydroponic setup used also minimized water vapor and CO_2_ loss from soil which can confound gas exchange measurements. Seeds were germinated on rockwool plugs which were placed in 1.5 ml microfuge tubes with the lower 1.5 cm tip cut off and watered with half-strength Hoagland’s solution (Hoagland and Arnon, 1938). Once roots started to grow through the bottom of the plug, the plants were transferred to a water culture hydroponic system in which plants were suspended over a vigorously aerated half-strength Hoagland’s solution contained in a dark tub. For all experiments, except RNA-Seq, data was collected from five biological replicates.

### Changing Light and CO_2_ Environments

Plants were placed so that their roots were suspended in a 50 ml disposable conical centrifuge tube containing half-strength Hoagland’s solution. The tube and plant were then placed in a LI-COR 6800 or 6400 portable gas exchange system (LI-COR Biosciences, Lincoln, NE, United States). Both systems used the small plant chamber lit with a LI-COR 6800-03 or LI-COR 6400-18A light source set to white light. Plants from each ecotype and mutant line were used in both systems to control for any system effect on gene expression. White light was maintained at a PFD of 120 μmol m^–2^ s^–1^ or 500 μmol m^–2^ s^–1^. Air temperature was held constant at 23°C and humidity was controlled at a dew point of 17 to 18.5°C. The CO_2_ concentration in the sample air, *C_*a*_*, was held at 20, 400, or 1000 ppm. A single leaf was taken from each plant after 0, 15, 30, 60, 120, and 240 min.

### Photosynthesis Measurements

For photosynthetic and fluorescence measurements a single leaf was placed in a LI-COR 6800-01A multiphase flash fluorometer gas exchange chamber. For these measurements, leaf temperature was held constant at 23°C and humidity was controlled at a dew point of 17 to 18.5°C. The lighting was 50% red and 50% blue actinic light which was provided by the LEDs in the fluorometer head. All fluorometer settings were left at the factory default. The relative electron transport rate was calculated as ΦPSII × I (light intensity) × α (leaf absorptivity assumed to be 0.85) × β (fraction of quanta absorbed by PSII, assumed to be 0.5). The numbers for α and β are the default parameters provided by LI-COR. Because these were not measured in our leaves the ETR is taken as a relative rather than absolute measurement.

### qPCR and Transcript Analysis

RNA was extracted using a Qiagen RNeasy Plant Mini Kit according to the manufacturer’s directions. Once RNA was isolated, cDNA was synthesized using 1 μg of total RNA. Invitrogen Super Script II reverse transcriptase (18064, Thermo Fisher Scientific, Waltham, MA, United States) was used according to manufacturer’s directions. An Eppendorf Mastercycler ep Realplex qPCR thermocycler with a 96 position silver block with SYBR green PCR master mix (4309155 Applied Biosystems, Carlsbad, CA United States) was used according to the manufacturer’s directions. The thermal profile was: 95°C for 10 min; 40 cycles of 95°C for 15 s, and 60°C for 1 min during which fluorescence was measured. This was followed by a melting curve of: 95°C for 15 s, 60°C for 15 s, a ramp from 60 to 95°C over a 20 min period during which time fluorescence was monitored, and 95°C for 15 s. Transcript amounts were normalized using the *ACTIN2* (*ACT2*) or *ISOPENTENYL DIPHOSPHATE ISOMERASE2* (*IDI2*) housekeeping genes. Absolute transcript amounts of these genes were checked during the 4-h time course in altered light or CO_2_ environments. This was done to ensure that the experimental treatment did not result in changes in housekeeping gene transcripts. Sequences for primers used are listed in Supplementary Table S1. Absolute copy number of transcripts was determined by using a slightly larger cDNA fragment of each target sequence as a standard. These cDNA standards were quantitated and dilutions were used to prepare standard curves.

### Statistics

Box plots and statistical differences in *GPT2* expression between WT and mutants were tested by one-way ANOVA followed by Tukey’s test using Microcal Origin 8.0 (Origin Lab Corporation, Northampton, MA, United States). Three levels of significance were tested and indicated by + α = 0.1; ^*^α = 0.05; ^∗∗^α = 0.01. Box plots are presented with the box encompassing the middle two quartiles, the mean shown as an open square inside the box, the median as a line inside the box, and the whiskers showing the standard error of the data.

### RNA-Seq Sampling and Sequencing

Three Col-0 and WS plants were used for RNA-Seq analysis and treated to a PFD of 500 μmol m^–2^ s^–1^ and sampled as above. All samples had an RNA integrity number of at least 7.0 as determined with a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States).

Single-end 50-bp mRNA sequencing was performed at the Michigan State University Research Technology Support Facility Genomics Core^1^. Libraries were prepared using the Illumina TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, United States) following the manufacturer’s recommendations. Completed libraries were assessed for quality and quantified using a combination of *Qubit dsDNA* High Sensitivity Assay Kit (Qubit, Carlsbad, CA, United States), Caliper LabChipGX System and a DNA High Sensitivity Assay Kit (Caliper Life Sciences, Waltham, MA, United States), and Kapa Illumina Library Quantification qPCR assays (Illumina, San Diego, CA, United States). Each set of libraries were pooled in equimolar quantities and loaded on one lane of an Illumina HiSeq 2500 High Output flow cell (v4) (Illumina, San Diego, CA, United States). Sequencing was carried out in a 1 × 50 bp (SE50) format using HiSeq SBS reagents (v4) (Illumina, San Diego, CA, United States). Base calling was done by Illumina Real-Time Analysis (R-TA) v1.18.64 and output of RTA was demultiplexed and converted to FastQ format with Illumina Bcl2fastq v1.8.4. The average number of sequencing reads was 41.7 ± 11.2 million per sample.

### RNA-Seq Data Analysis

RNA-Seq data were subjected to gene DE analysis. Briefly, sequencing adapters and low quality bases were trimmed from sequencing reads using Trimmomatic version 0.32 (Bolger et al., 2014), and cleaned reads were examined using FASTQC software^2^ for quality evaluation. Reads were aligned to the reference genome, *A. thaliana* TAIR10 (Berardini et al., 2015), using the STAR (2.3.0e) alignment program (Dobin et al., 2013). The featureCounts function in the Rsubread (version 3) package for R was used to calculate read counts for each gene (Liao et al., 2013), and data were normalized as reads per kilobase of transcript per million mapped reads, (RPKM). We removed data for genes that had no reading higher that 7 RPKM and genes whose expression did not vary by more than two-fold (log_2_ < 1). Data represented in heat maps is after 15, 30, 60, 120, or 240 min at a PFD of 500 μmol m^–2^ s^–1^. For metabolic genes the data is the log_2_ of the ratio of the average RPKM value before and after light treatment. Data represented in heat maps of transcription factors is the log_2_ of the difference in the average RPKM value plus one before and after light treatment. Data for heat maps of transcription factors was calculated as a difference rather than a ratio because many transcription factors were not expressed or had expression amounts below our detection limit, RPKM = 0, before the light treatment. Heat maps were generated using the online Morpheus software^3^. The raw and processed data were deposited in the Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSEXXXXX^4^. (Raw RNA-Seq data is being submitted to NCBI, and accession numbers will be added during the revision process).

## Results

### *GPT2* Expression Is Related to Daytime Rather Than Nighttime Metabolism

In mutants of *Arabidopsis* that are unable to synthesize starch due to a mutation in the gene encoding the plastid phosphoglucomutase (*pgm1-1*), *GPT2* transcripts amounts were more than two-fold higher than in the wild type WS (Figure 1A). A similar result is seen in a mutant lacking the glucan water dikinase 1 (*sex1-8*) (Figure 1B). In both the *pgm1-1* and *sex1-8* mutants starch synthesis does not occur in fully mature leaves. Although *sex1-8* mutant leaves have a lot more starch than wild-type, a threshold is reached at some point in the life cycle of the leaf and further accumulation does not occur (Caspar et al., 1991; Trethewey and ap Rees, 1994; Hejazi et al., 2014). However, when the ability to make G6P from starch degradation in the plastid is blocked by eliminating the plastidic starch phosphorylase (*phs1-1*), *GPT2* transcript amounts were unchanged (Figure 1C). *GPT2* transcript amounts were also elevated in a mutant lacking plastidic Calvin-Benson cycle enzyme fructose 1,6-bisphosphatase (*hcef1*) (Figure 1D). *GPT2* transcript increases when starch synthesis or early steps in the Calvin-Benson cycle are blocked. However, the lack of *GPT2* transcript when, G6P producing, phosphorolytic starch degradation is blocked, suggests a more significant role for GPT2 in daytime metabolism.

**FIGURE 1:**
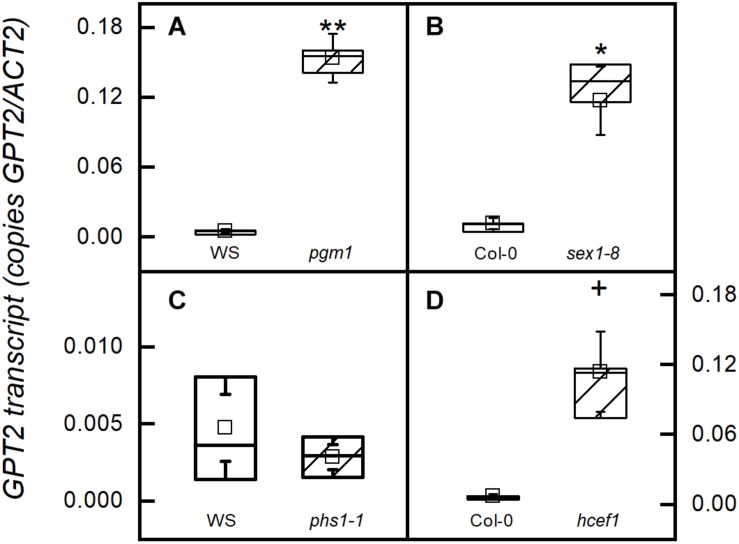
*GPT2* expression in starch related mutants. All samples were taken from plants in growth conditions, PFD 120 μmol m^–2^ s^–1^ and 400 ppm CO_2_. Transcripts were measured in **(A)** a starchless mutant (*pgm1-1*), **(B)** a starch excess mutant (*sex1-8*) that cannot degrade starch, **(C)** a starch phosphorylase knock out (*phs1-1*) that cannot carry out phosphorolytic starch degradation, and **(D)** a chloroplastic FBPase mutant (*hcef1*). ^*^α = 0.05; ^∗∗^α = 0.01; + α = 0.1, *n* = 5.

### *GPT2* Is Expressed When Photosynthesis Is Increased by Light

A switch from a PFD of 120 to 500 μmol m^–2^ s^–1^ increased *GPT2* expression in Col-0, but 500 μmol m^–2^ s^–1^ of light with photosynthesis restricted by 20 ppm CO_2_ did not result in increased expression (Figures 2A,B). 1000 ppm CO_2_ alone did not result in an increase in *GPT2* transcript (Figure 2C). Plants were also placed in the gas exchange system at growth conditions of 120 μmol m^–2^ s^–1^ of light and 400 ppm CO_2_ to make sure that moving the plants into the gas exchange system for 4 h did not result in an increase in transcript (Figure 2D). The same patterns were observed in the WS ecotype (Supplementary Figure S1).

**FIGURE 2:**
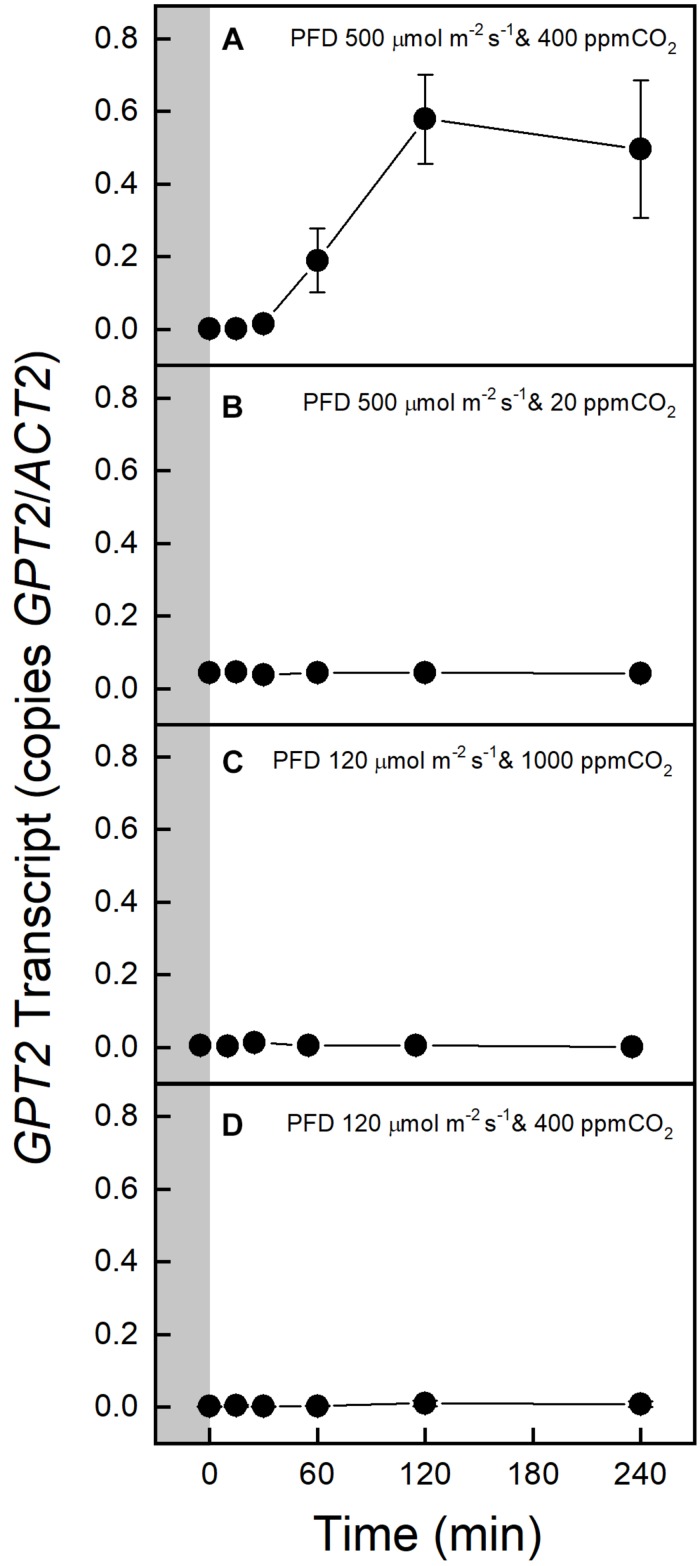
Expression of *GPT2* in Col-0 before and after transfer to an altered light or CO_2_ environment. The gray block indicates sampling in growth conditions, PFD 120 μmol m^–2^ s^–1^ and 400 ppm CO_2_. Panels **A–D** show responses to various light and CO_2_ treatments as indicated on the figure. *n* = 5.

The effect of an increased PFD of 500 μmol m^–2^ s^–1^ on photosynthesis was determined by taking *A-C_*i*_* curves before and after the 4-h light treatment. No change was observed in the Col-0 or WS ecotype, indicating that there were no significant non-photochemical processes or photo damage (Figure 3 and Supplementary Figure S2). To better understand why increased light but not increased CO_2_ resulted in an increase in *GPT2* transcript both photosynthesis and relative electron transport rates (ETR) were measured at a variety of different PFDs and CO_2_ concentrations. The relative electron transport rate divided by four was taken as an approximate turnover rate of the Calvin-Benson cycle. This is because four electrons are used per two NADPH needed for RuBP regeneration. Increasing the PFD from 120 to 500 μmol m^–2^ s^–1^ increased the photosynthetic rate by 86% and increased the Calvin-Benson cycle turnover by 122% (Supplementary Figures S3A,B). Increasing CO_2_ alone caused a 40% increase in assimilation but only a 1.4% increase in Calvin-Benson cycle turnover (Supplementary Figures 3C,D). The increase in light resulted in a much larger increase in photosynthesis and Calvin-Benson cycle turnover than did an increase in CO_2_.

**FIGURE 3:**
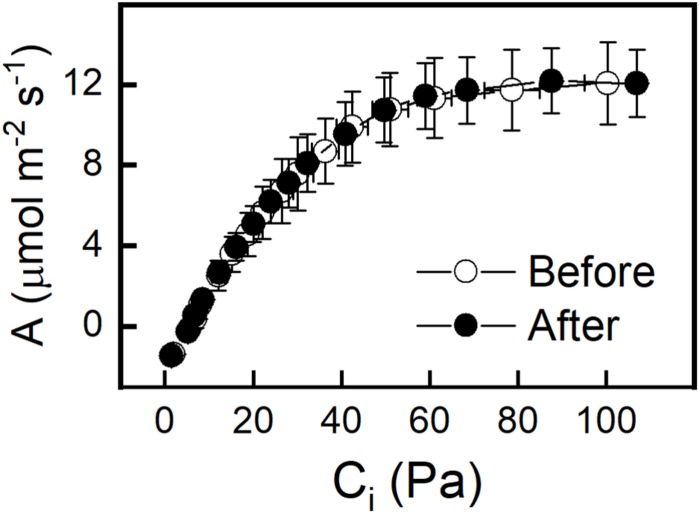
A – C_i_ curves of Col-0 taken before and after 4 h incubation at a PFD of 500 μmol m^–2^ s^–1^ and C_a_ of 400 ppm. A – C_i_ curves were done at a PFD of 500 μmol m^–2^ s^–1^. *n* = 5.

### *GPT2* and *XPT* Expression Are Not Affected by Each Other

The XPT may transport pentose phosphates into the chloroplast from the cytosolic oxidative pentose phosphate pathway (cytosolic G6P shunt). *GPT2* transcript was measured in the *xpt-2* mutant. No significant difference was observed between the *xpt-2* mutant and wild type in response to an increased PFD of 500 μmol m^–2^ s^–1^ (Supplementary Figure S4A). There was also no difference in *GPT2* expression when the plastidic starch phosphorylase (*phs1-1*) was missing (Supplementary Figure S4B). Conversely *XPT* transcript was measured in response to increased light in the *gpt2-1* mutant. There was no transcriptional evidence for XPT compensating for GPT2. Transcript amount of *XPT* was low and unchanged and was also unchanged in the *phs1-1* mutant background (Supplementary Figures S4C,D).

### Starch Synthesis Is Upregulated While Other Pathways Are Downregulated

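Within 240 min of the move from a PFD of 120 to 500 μmol m-2 s-1, a large part of the expressed genes of the Arabidopsis ecotypes Col-0 and WS had changed transcript amounts, and at every time more genes were higher than lower. In Col-0, 428 genes differed from 0 min at 15 min (394 higher), 946 at 30 min (702 higher), 2281 at 60 min (1391 higher), 4976 at 120 min (2808 higher) and 4156 at 240 min (2349 higher). In WS the counts at the same times were 376 (365 higher), 1208 (879 higher), 3703 (2317 higher), 5600 (3210 higher) and 3401 (2004 higher). These are genes with an adjusted p under 0.05 from limma's moderated test, out of 13817 genes tested. No library was taken in low light after 0 min. Any comparison with 0 min given here therefore holds light and time of day together. It also holds repeated leaf removal from the same plants and may hold their move into the gas exchange chamber. These cannot be told apart. The paper's control kept in growth light in that chamber was measured for GPT2 by qPCR. The counts leaned on single plants: without Col-0 replicate 2 there were 118 at 15 min and 508 at 60 min, without Col-0 replicate 3 201 at 30 min and 2695 at 120 min, and without Col-0 replicate 1 2244 at 240 min. Without WS replicate 1 there were 96 at 15 min and 180 at 30 min, and without WS replicate 2 2266 at 60 min, 3153 at 120 min and 1718 at 240 min. At 240 min the split depended on the scaling of the samples. With each sample rescaled to the same sum (TPM), the share of higher genes went from 56.5 to 72.5% in Col-0 (3270 higher and 1238 lower) and from 58.9 to 79.7% in WS (3408 higher and 869 lower). This rescaling moved the median log2 difference of all genes to 0.216 in Col-0 and 0.284 in WS at 240 min, and to 0.195 in WS at 120 min. It brings the sum of RPKM to the same value in every library. That sum also depends on the lengths of the transcripts present, so TPM does not take out only the further factor per library in the deposited values. Which of the splits lies nearer to the true one was not tested. Scaling by the median of ratios moved libraries by −0.064 to 0.04 only on the log2 scale.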

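A single leaf was taken from each of 3 Col-0 and 3 WS plants at 0, 15, 30, 60, 120 and 240 min, which gave 36 mRNA libraries in 12 groups of 3. The authors made stranded libraries, sequenced single reads, trimmed them with Trimmomatic 0.32, aligned them to TAIR10 with STAR 2.3.0e and counted the reads of each gene with featureCounts. They deposited RPKM values, in which the reads of a gene are scaled to its length and to the depth of the library. The strand setting of the counting and the release of the gene annotation are not given in the sources used here. The steps between the RPKM values of a library came out as whole reads within 0.1 read for 100% of the values tested, so the reads in genes could be recovered. The median number of reads in genes, in mega (M) reads, was 24.6 M in Col-0 at 0 min (22.4 to 30.4), 35.4 at 15 min (25.5 to 36.7), 29.2 at 30 min (21.8 to 30.4), 36.5 at 60 min (29.6 to 40.0), 27.4 at 120 min (23.4 to 27.45) and 21.9 at 240 min (14.8 to 31.8). In WS it was 31.5 M at 0 min (7.35 to 32.7), 33.1 at 15 min (13.8 to 41.7), 27.7 at 30 min (20.97 to 40.4), 28.05 at 60 min (23.51 to 30.3), 32.4 at 120 min (25.1 to 36.8) and 27.7 at 240 min (25.9 to 41.3). The paper gives 41.7 ± 11.2 M sequencing reads per sample, of which the reads in genes are a part. In the shallowest library, WS at 0 min replicate 1, 1 read in a gene of 1 kb of exon was worth 0.132 RPKM. RPKM values were analysed as log2(RPKM + 1) for genes with at least 1 of 36 readings above 7 RPKM, the floor the paper states. All 12 groups entered a single limma fit, and each time was compared with 0 min of the same ecotype. A log2 difference on this scale understates the change of genes near 0 RPKM, so means are given as RPKM ± SD (n = 3) beside it.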

An RNA-Seq analysis was performed to examine changes in the entire transcriptome when plants were taken from low to high light. RNA was taken from leaves after they were exposed to high light at ambient CO_2_ conditions for 15, 30, 60, 120, and 240 min and the ratio in transcript amount from the zero time point (low light, ambient CO_2_) was determined. Genes coding for enzymes in the Calvin-Benson cycle, the chloroplast G6P shunt, starch synthesis, sucrose synthesis, and cytosolic glycolysis were identified. A complete list of the gene loci for biochemical pathways of interest was collated (Supplementary Appendix S1). From these lists, only transcripts with an RPKM value greater than 7 and an absolute fold change greater than 2 (log_2_ value > | 1|) at any one time point were examined. The *Arabidopsis* gene loci from Supplementary Appendix S1 that were identified as being differentially expressed are listed in Supplementary Table S2.

Transcripts for every enzyme in the Calvin-Benson cycle and of genes coding for electron transport proteins, identified by Dyson et al. (2015), decreased during the 240 min high light treatment. 

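Transcripts of the Calvin-Benson cycle declined by 120 min in both ecotypes, among them those of Rubisco activase and phosphoribulokinase. In Col-0 the mean RPKM of 20 of the 24 genes lay below 0 min at 15 min, that of 24 at 30, 60 and 240 min, and that of 23 at 120 min. In WS it was 22 at 15 min, 15 at 30 min, 23 at 60 and 240 min, and 24 at 120 min. More than 2-fold below 0 min were 7 genes at 120 min and 8 at 240 min in Col-0, and 11 and 9 in WS. By limma's test in Col-0, 9 of the 24 were lower and none was higher at 120 min (9 lower when adjusted over the list alone), and 10 were lower and none was higher at 240 min. In WS 21 were lower at 120 min (21 adjusted over the list alone) and 13 at 240 min (14 adjusted over the list alone). RCA, which encodes Rubisco activase, went from 9056 ± 539.6 RPKM to 3706 ± 309.5 at 120 min (log2 difference −1.29, standard error 0.27, adjusted p = 0.00059 from limma) and 2478 ± 1057 at 240 min (−1.98, adjusted p = 5.1e-06). Without a filter on low values, its call at 120 min ended. PRK, which encodes phosphoribulokinase, the enzyme that regenerates the CO_2_ acceptor, went from 1432 ± 290 to 457.9 ± 118.6 RPKM at 120 min (log2 difference −1.65, standard error 0.28, adjusted p = 5.3e-05). CP12-2, whose protein binds PRK and glyceraldehyde-3-phosphate dehydrogenase into an inactive complex, was at 322.4 RPKM at 120 min, 69.8% below 0 min, and at 804.8 RPKM again at 240 min. Of 30 electron transport genes, 4 were lower at 120 min (2 adjusted over the list alone) and 9 at 240 min (21 adjusted over the list alone) in Col-0, while FNR2, a ferredoxin-NADP reductase chosen after its values were seen, was higher at 240 min (log2 difference 1.25). In WS 29 were lower at 120 min (29 adjusted over the list alone), and 24 were lower and 1 was higher at 240 min. As whole lists, compared with all other genes by limma's camera test, both were lower at 120 min in Col-0, with adjusted p = 0.00046 for the Calvin-Benson cycle and 7e-04 for electron transport, and in WS with 1.2e-07 and 2.1e-09. With an estimated correlation between genes in place of the preset 0.01, none of these 4 passed (adjusted p = 0.84, 0.85, 0.63 and 0.63). At the paper's cutoff of 7 RPKM and a 2-fold change, 10 Calvin-Benson cycle genes passed in Col-0 and 13 in WS, all of them down, and in WS 7 passed without replicate 2 and 18 without replicate 3. Without any of the 3 Col-0 plants, 6 genes of the cycle were lower at 120 min, and without WS plants 1, 2 and 3 there were 10, 9 and 20; of electron transport there were 2, 1 and 1 in Col-0 and 16, 12 and 28 in WS. By distance to the group means, 27 of 36 libraries lay nearest to their own group. Among those that did not, Col-0 120 min replicate 1 and WS 120 min replicate 3 lay nearer to the 240 min group of their ecotype, and a wrong label was not ruled out. Without these and 2 other libraries, chosen after seeing the data, the median log2 difference of the cycle at 120 min was −0.56 in Col-0 and −1.37 in WS, against −0.53 and −1.06 with all libraries.

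**Figure D1:**
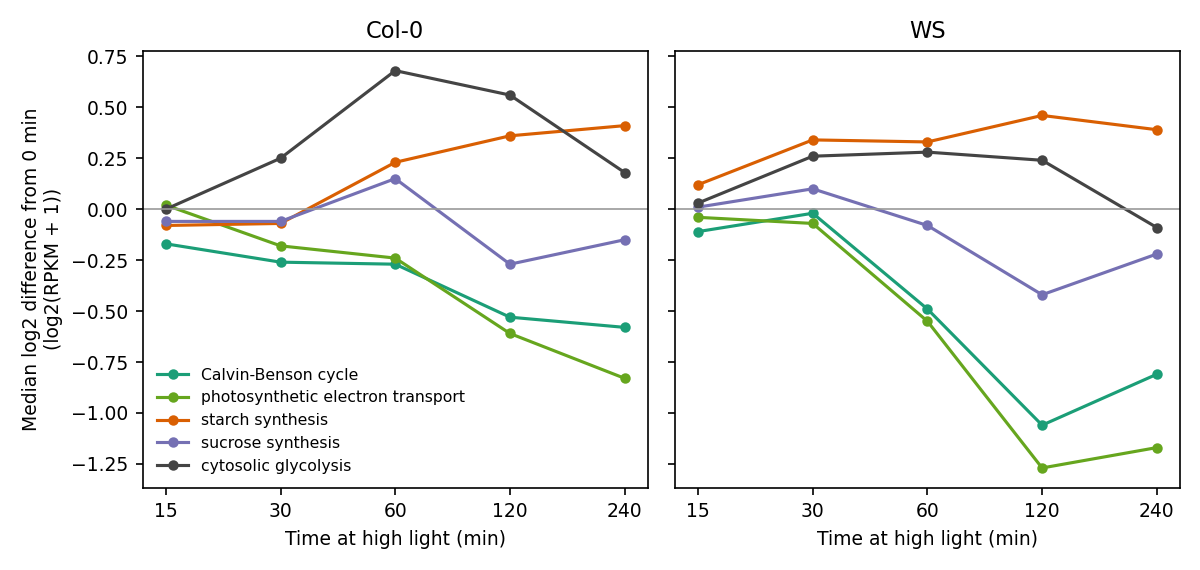
Median log2 difference from 0 min, on the log2(RPKM + 1) scale, of gene lists of the paper's pathways (vertical axis) at each time at high light (horizontal axis, times drawn as evenly spaced categories), for Col-0 on the left and WS on the right. At 120 min the Calvin-Benson cycle stands at −0.53 in Col-0 and −1.06 in WS, and electron transport at −0.61 and −1.27.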

The transcripts meeting the cutoff stated above for enzymes in the Calvin-Benson cycle are shown in Figure 4. There was a large increase in transcript amounts for most enzymes involved in starch synthesis (Figure 4). 

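In Col-0, 4 of 19 starch synthesis genes were higher at 120 min than at 0 min and none was lower (2 higher when adjusted over the list alone), and by 240 min 6 were higher and 1 was lower (6 higher and 1 lower adjusted over the list alone). The means of 16 of the 19 lay above 0 min at 120 min and those of 15 at 240 min. GWD1 and PWD, which stand in the list because the paper's starch genes include them, encode enzymes that phosphorylate starch and are needed for its breakdown, and both were among the strongest rises. GWD1 rose from 21.9 ± 1.101 to 90.9 ± 50.4 RPKM at 120 min (4.16-fold, log2 difference 1.80, standard error 0.45, adjusted p = 0.0027 from limma) and to 178 ± 91.5 at 240 min (8.15-fold, adjusted p = 3e-05). Without Col-0 replicate 2 its log2 difference at 120 min was 1.43 and no longer passed. PWD was not past the test at 120 min in Col-0 (log2 difference 0.20, adjusted p = 0.79) and rose 6.05-fold by 240 min (adjusted p = 0.00052). APL2, a large subunit of ADP-glucose pyrophosphorylase, which makes the precursor of starch, rose from 2.96 ± 0.0721 to 18.1 ± 5.21 RPKM at 240 min (6.1-fold, log2 difference 2.23, standard error 0.31, adjusted p = 5.8e-06). BE3, a starch branching enzyme, rose 5.51-fold to 58.2 ± 32.4 RPKM at 240 min (log2 difference 2.21, adjusted p = 9e-05). GBSS1, the granule-bound synthase that makes amylose, was the gene that fell, from 740.7 ± 516.7 to 56.9 RPKM at 240 min (92.3% lower, log2 difference −3.45, adjusted p = 0.00062). The calls of SS3 (2.62-fold, adjusted p = 0.028) and APL3 (1.93-fold, adjusted p = 0.037) at 120 min ended in 7 and 6 of the 9 cases in which a single library or plant was left out, with log2 differences down to 0.61 and 0.62. Without Col-0 plant 2 none of the 19 genes passed at 120 min. The list as a whole stood apart from other genes at 240 min (camera, adjusted p = 0.034) but not at 120 min (adjusted p = 0.28), and at 240 min not with an estimated correlation (adjusted p = 0.61). At the paper's cutoff, 9 of the 19 passed in Col-0, 8 up and 1 down.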

There was a steep decline in transcripts for the most highly expressed sucrose synthesizing enzymes sucrose-phosphate synthase 4 (SPS4) and sucrose-phosphate phosphatase 2 (SPP2) (Figure 4). 

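SPS4 lost most of its transcript by 120 min in both ecotypes and was higher again at 240 min than at 120 min, while SPP2 declined less and later. SPS4 (AT4G10120) encodes a sucrose-phosphate synthase, which makes sucrose 6-phosphate from UDP-glucose and fructose 6-phosphate, and lies on chromosome 4 of TAIR10.1 from 6313914 to 6320094. It fell from 95.3 ± 25.8 RPKM to 28.3 ± 7.10 at 60 min (70.3% lower, adjusted p = 0.0053 from limma), 7.69 ± 5.40 at 120 min (91.9% lower, log2 difference −3.62, standard error 0.41, adjusted p = 4.1e-07) and 41.3 ± 22.7 at 240 min (56.7% lower, adjusted p = 0.014). The call at 240 min ended in 4 of the 9 cases in which a single library or plant was left out, with a log2 difference of −0.61 without Col-0 replicate 1. SPP2 (AT2G35840) encodes the phosphatase that releases sucrose from sucrose 6-phosphate and lies on chromosome 2 from 15053483 to 15057426. It fell from 71.3 ± 16 to 41.3 ± 5.08 RPKM at 120 min (42.0% lower, log2 difference −0.75, standard error 0.21, adjusted p = 0.0064) and 35.04 ± 11.1 at 240 min (50.8% lower, adjusted p = 0.00052). Without Col-0 replicate 3 its decline at 120 min had a log2 difference of −0.62 and did not pass, and without Col-0 replicate 1 that at 240 min was −0.64 and did not pass. In WS, SPS4 fell from 51.0 ± 14.8 to 7.42 ± 1.27 RPKM at 120 min (85.5% lower, adjusted p = 1.8e-05) and was at 42.6 ± 10.1 RPKM at 240 min. From 120 to 240 min the log2 difference of SPS4 was 2.26 in Col-0 (adjusted p = 0.0017) and 2.36 in WS (adjusted p = 0.00035). SPP2 in WS was 33.3% lower at 120 min (adjusted p = 0.033), a call that ended in 7 of 9 such cases. Of 19 sucrose synthesis genes tested, 7 were lower and 2 higher at 120 min in Col-0 (7 lower and 3 higher when adjusted over the list alone), and the list as a whole did not differ from other genes (camera, adjusted p = 0.09).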

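GPT2, which encodes the glucose-6-phosphate transporter of the chloroplast envelope, was close to 0 RPKM in low light and was among the most strongly increased genes at 120 min in both ecotypes. The gene (AT1G61800) lies on chromosome 1 of TAIR10.1, the RefSeq copy of the paper's TAIR10, from 22824414 to 22826902. In Col-0 its RPKM was 0.527 ± 0.512 at 0 min, 0.607 at 15 min and 3.90 ± 1.45 at 30 min, where the difference did not pass limma's test (adjusted p = 0.095) and did pass with the plant as a replicate block or with 0.1 RPKM added in place of 1. It rose to 42.4 ± 22.4 RPKM at 60 min (80.5-fold, log2 difference 4.70, standard error 0.60, adjusted p = 1.6e-05) and 163.4 ± 139.5 at 120 min (310.3-fold, log2 difference 6.43, adjusted p = 4.7e-08), where the log2 difference was 5.76 without Col-0 120 min replicate 3 and 7.06 without Col-0 120 min replicate 2. At 240 min it was 34.4 ± 32.7 RPKM, lower than at 120 min by a log2 difference of −2.32 (adjusted p = 0.016). In WS it rose from 1.26 ± 0.267 RPKM to 48.1 ± 15.4 at 30 min (38.1-fold, adjusted p = 4.1e-05), 188.0 ± 70.1 at 60 min and 501.3 ± 261.6 at 120 min (396.8-fold, log2 difference 7.67, adjusted p = 5.3e-10), with 7.28 without WS 120 min replicate 2 and 8.01 without WS 120 min replicate 1. By 240 min it was 19.2 ± 7.77 RPKM in WS, a log2 difference of −4.60 from 120 min (adjusted p = 2.8e-05). The response at 30 min was not shown to differ between the ecotypes (log2 difference in response of 2.71 at 30 min, adjusted p = 1).

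**Figure D2:**
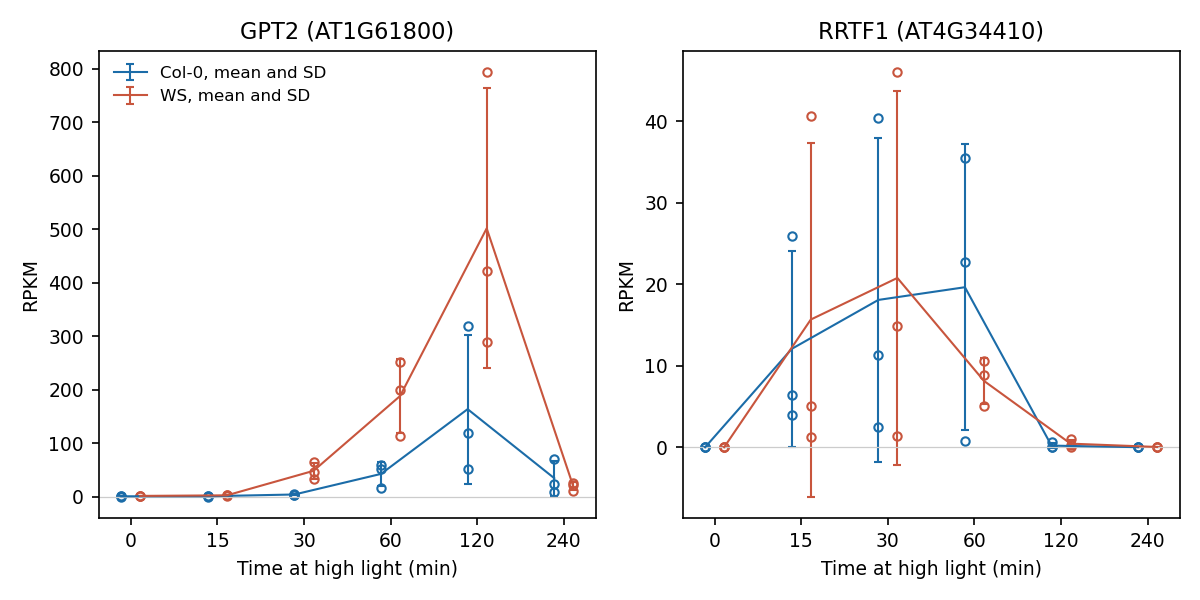
RPKM of GPT2 and RRTF1 (vertical axes) against time at high light in min (horizontal axis, evenly spaced categories) in Col-0 and WS, with a point for each library and lines for the mean with the SD of 3 plants. GPT2 is highest at 120 min, with means of 163.4 RPKM in Col-0 and 501.3 in WS, and RRTF1 is highest at 60 min in Col-0 (19.65 RPKM) and at 30 min in WS (20.79 RPKM).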

*GPT2* transcript was much higher in the RNA-Seq experiment as had been seen with qPCR (Figure 2A). 

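TPT, which encodes the triose phosphate transporter that exports triose phosphates from the chloroplast, lost most of its transcript between 30 and 120 min. The gene (AT5G46110) lies on chromosome 5 of TAIR10.1 from 18697235 to 18700900. In Col-0 its RPKM was 810.1 ± 185.4 at 0 min and 763.7 ± 36.01 at 15 min, a difference of 5.73% within the spread of the replicates (log2 difference −0.06, adjusted p = 1 from limma). It was 611.8 RPKM at 30 min (adjusted p = 0.55) and 453.1 ± 48.9 at 60 min (44.1% lower, adjusted p = 0.067, past the threshold with the plant as a replicate block). At 120 min it was 284.1 ± 107.6 RPKM, 64.9% below 0 min (log2 difference −1.54, standard error 0.31, adjusted p = 0.00033). It stayed at 316.9 ± 107.8 RPKM at 240 min (60.9% lower, adjusted p = 0.0011), a call that ended without Col-0 replicate 1 (log2 difference −0.97).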

The transcript amount for the *TPT* decreased by 15 min and was down 65% after 120 min. The same pattern of changes was observed in the WS ecotype (Supplementary Figure S5).

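Most genes that changed in Col-0 changed in the same direction in WS. At 120 min, 2774 of the 2808 genes that were higher in Col-0 had a log2 difference of the same sign in WS (98.8%), as had 2099 of the 2168 that were lower (96.8%). Higher in both ecotypes were 2180 genes and lower in both 1543, where independent lists of these sizes would share 652.4 and 375. Only 7 genes were called in opposite directions. Across the 13817 genes, which are not independent replicates, the log2 differences of the ecotypes had a correlation of 0.861 and a slope of WS on Col-0 of 0.92 at 120 min. TPT in WS was 875.6 ± 35.4 RPKM at 0 min, 11.5% lower at 15 min (adjusted p = 1 from limma) and 263.4 ± 92.9 RPKM at 120 min (69.9% lower, log2 difference −1.80, adjusted p = 4.4e-05). Its decline at 60 min in WS (43.6%, adjusted p = 0.036) ended as a call in 8 of the 9 cases in which a single library or plant was left out. Of the starch synthesis genes, 8 of 19 were higher and none was lower in WS at 120 min (9 higher when adjusted over the list alone), and 7 were higher and 2 lower at 240 min (9 higher and 3 lower adjusted over the list alone). Without WS plants 1, 2 and 3, 4, 5 and 5 were higher at 120 min. GBSS1 in WS was first higher, 1221 ± 229.6 RPKM at 60 min against 175.4 at 0 min (adjusted p = 0.004), and then lower, 28.5 RPKM at 240 min; the rise ended as a call without WS replicate 1 and the fall without WS replicate 2 or 3. Of the sucrose synthesis genes, 8 of 19 were lower and 2 higher in WS at 120 min (8 lower and 2 higher adjusted over the list alone), and this list differed from other genes (camera, adjusted p = 0.0071, or 0.63 with an estimated correlation). A test of the difference in response itself called 2 genes at 15 min, 1 at 30 min, 32 at 60 min (13 without Col-0 replicate 2), 18 at 120 min (5 without WS replicate 1, 87 without WS 120 min replicate 3 and 30 with the plant as a replicate block) and 13 at 240 min (4 without WS replicate 2, 24 without WS 240 min replicate 1 and 21 with the block). From 15 to 240 min voom on the recovered reads, chosen after seeing the data, called 1, 0, 4, 3 and 7. At 60 and 120 min a pseudocount of 0.1 called 17 and 8, a filter of 1 RPKM in 3 samples 51 and 38 (and 27 at 240 min), and no filter 58 and 50 (and 41 at 240 min). Without 4 libraries that stand apart, also chosen after seeing the data, there were 60 and 41. At 120 min another split of the same 6 plants into 3 and 3 called 344 genes.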

**FIGURE 4:**
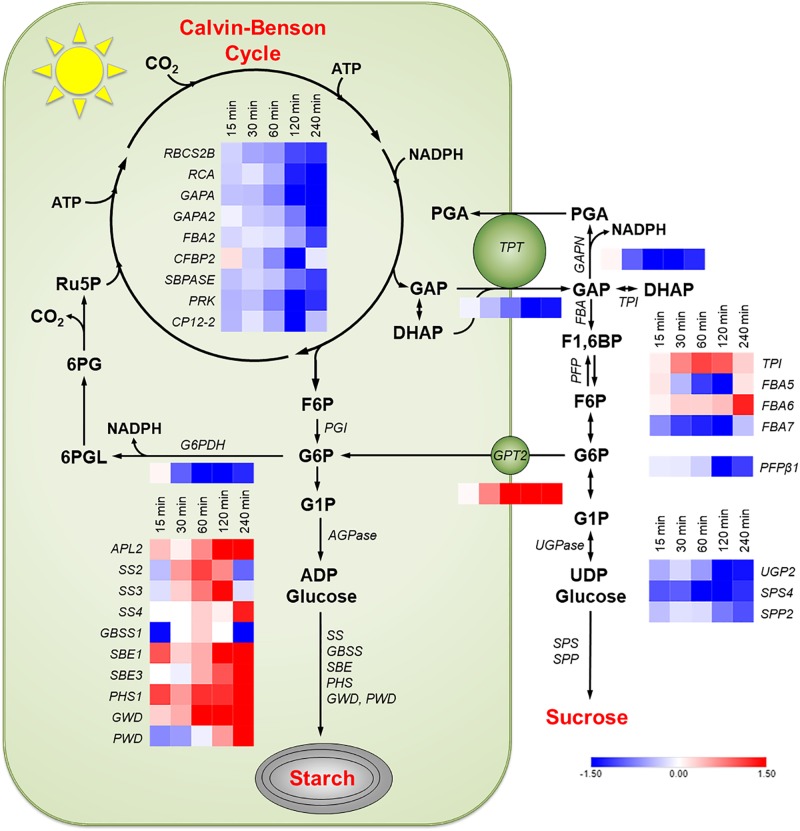
Changes in transcription in Col-0 in response to an increase in PFD from 120 to 500 μmol m^–2^ s^–1^. Transcripts of the following pathways or genes are shown: Calvin-Benson cycle, starch synthesis, sucrose synthesis, the G6P shunt, the non-phosphorylating GAPDH (*GAPN*) in the cytosol, the glucose-6-phosphate transporter (*GPT2*), and the triose phosphate transporter (*TPT*). Red boxes represent an increase in transcription and blue a decrease. Expression values shown had a log_2_ RPKM fold change greater than one and are on an absolute scale of –1.5 to 1.5. *n* = 3.

Transcript amounts for proteins involved in the cytosolic glycolysis pathway were examined. Most genes in this pathway were not differentially expressed. 

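Of 17 cytosolic glycolysis genes, 4 passed the paper's cutoff in Col-0, GAPN downwards and 3 pyruvate kinase genes upwards, and 6 passed in WS. Smaller changes were more widespread. Of the 12 genes above the RPKM floor, 7 were higher and none was lower at 60 min in Col-0 by limma's test (9 higher when adjusted over the list alone), and 7 were higher and 1 was lower at 120 min (8 higher and 2 lower adjusted over the list alone). Without Col-0 plants 1, 2 and 3, the higher genes at 120 min were 5, 5 and 4. In WS 4 were higher and 2 lower at 120 min (5 higher and 2 lower adjusted over the list alone). As a list, glycolysis stood above other genes at 60 min in Col-0 (camera, adjusted p = 0.003, median log2 difference 0.68; adjusted p = 0.48 with an estimated correlation), but not at 120 min (adjusted p = 0.068) and not at 120 min in WS (adjusted p = 0.4).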

Two uncharacterized pyruvate kinases, At5g63680, and At3g52990 had increased transcript amounts (data not shown). 

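Both pyruvate kinase genes were higher at 60 and 120 min than at 0 min in both ecotypes. Pyruvate kinase makes pyruvate and ATP from phosphoenolpyruvate in the last step of glycolysis. PK2 (At5g63680, chromosome 5 of TAIR10.1 from 25490065 to 25492763) went from 8.11 ± 1.19 to 20.1 ± 6.13 RPKM at 120 min in Col-0 (2.48-fold, log2 difference 1.18, standard error 0.27, adjusted p = 0.0012 from limma) and from 8.62 to 23.53 RPKM in WS (2.73-fold, adjusted p = 0.00032). Its rise at 60 min (log2 difference 0.83 in Col-0 and 0.92 in WS) ended as a call in 6 of the 9 cases in which a single library or plant was left out in Col-0 and in 4 of 9 in WS. At3g52990 (AT3G52990, chromosome 3 from 19648711 to 19652515) went from 33.1 ± 6.43 to 90.2 ± 12.1 RPKM at 120 min in Col-0 (2.72-fold, log2 difference 1.43, standard error 0.20, adjusted p = 7.7e-06). At 60 min AT3G52990 was at 66.7 ± 8.28 RPKM in Col-0 (adjusted p = 0.0015), which did not pass without Col-0 replicate 2 (log2 difference 0.79). In WS AT3G52990 reached 123.9 RPKM at 60 min (4.29-fold) and 122.9 ± 22.7 at 120 min (4.26-fold, log2 difference 2.06, adjusted p = 2e-08).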

*Arabidopsis* has three glyceraldehyde phosphate dehydrogenases in the cytosol. The only one that was differentially expressed in response to high light was the non-phosphorylating glyceraldehyde-3-phosphate dehydrogenase (GAPN). 

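Of the 3 cytosolic glyceraldehyde-3-phosphate dehydrogenase genes, GAPN declined in both ecotypes by 120 min, while GAPC1 and GAPC2, which encode phosphorylating enzymes, moved less and in opposite directions in Col-0. GAPN (AT2G24270) encodes the non-phosphorylating enzyme, which makes 3-phosphoglycerate and NADPH in the cytosol without forming ATP, and lies on chromosome 2 of TAIR10.1 from 10326918 to 10330048. In Col-0 it fell from 203.1 ± 19.3 to 94.9 ± 19.7 RPKM at 120 min (53.3% lower, log2 difference −1.11, standard error 0.21, adjusted p = 0.00017 from limma) and to 90.0 ± 22.8 at 240 min (55.7% lower, adjusted p = 8.5e-05). GAPC1 rose from 343.3 ± 39.2 to 543.7 ± 51.5 RPKM at 120 min (1.58-fold, log2 difference 0.66, adjusted p = 0.00083), under the paper's 2-fold cutoff. GAPC2 fell from 814.1 ± 87.0 to 446.8 ± 22.7 RPKM at 240 min (45.1% lower, log2 difference −0.86, adjusted p = 0.0043), also under the cutoff.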

*GAPN* transcript was down 56% after 120 min (Figure 4). This pattern was also observed in the WS ecotype (Supplementary Figure S5). 

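GAPN in WS fell from 222.7 ± 43.4 to 115.7 ± 9.55 RPKM at 120 min (48.1% lower, log2 difference −0.92, adjusted p = 0.00082 from limma) and to 96.5 ± 16.8 at 240 min (56.7% lower, adjusted p = 8.6e-05). GAPC2 in WS fell from 890.5 to 410.0 RPKM at 240 min (54.0% lower, log2 difference −1.12, adjusted p = 0.00043) and so passed the 2-fold cutoff. GAPC1 in WS did not pass the test at 120 min (1.05-fold, adjusted p = 0.65), and its response was not shown to differ between the ecotypes (log2 difference in response −0.57, adjusted p = 0.46).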

G6P shunt (Sharkey and Weise, 2016) transcripts were also examined in Col-0 and WS. 

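G6PDH1, which encodes a chloroplast glucose-6-phosphate dehydrogenase, the first enzyme of the G6P shunt, was lower at 60 and 120 min than at 0 min in both ecotypes, and higher at 240 min than at 120 min. The gene (AT5G35790) lies on chromosome 5 of TAIR10.1 from 13956672 to 13959830. In Col-0 its RPKM was 83.1 ± 45.9 at 0 min, 87.0 at 15 min and 43.5 at 30 min (adjusted p = 0.4 from limma). At 60 min it was 21.6 ± 2.36 RPKM (74.0% lower, adjusted p = 0.011), a call that ended without Col-0 replicate 2, or without its 0 min library alone (log2 difference −1.34). At 120 min it was 10.9 ± 7.43 RPKM, 86.9% below 0 min (log2 difference −2.97, adjusted p = 2.7e-05; −2.24 without Col-0 120 min replicate 3 and −3.41 without Col-0 replicate 1). At 240 min it was 35.1 RPKM (adjusted p = 0.071 against 0 min, past the threshold with the plant as a replicate block; log2 difference 1.84 from 120 min, adjusted p = 0.015). G6PDH1 in WS fell from 116.4 ± 24.7 to 16.6 ± 2.78 RPKM at 60 min (85.7% lower, adjusted p = 0.00011) and 9.25 ± 8.80 at 120 min (92.1% lower, log2 difference −3.83, adjusted p = 5.6e-07). At 240 min in WS it was 44.9 ± 4.37 RPKM, a log2 difference of 2.49 from 120 min (adjusted p = 0.00069) and of −1.34 from 0 min (adjusted p = 0.038). The call against 0 min ended in all 9 cases in which a single library or plant was left out, while the log2 difference stayed between −1.47 and −1.17. Of 6 shunt genes, G6PDH1 was the only lower one at 120 min in either ecotype, and the list as a whole did not differ from other genes (camera, adjusted p = 0.86 in Col-0 and 0.48 in WS). PGD1, a 6-phosphogluconate dehydrogenase, was the higher one in Col-0, going from 11.0 to 20.4 ± 0.901 RPKM at 120 min (1.86-fold, adjusted p = 0.002); its response was not shown to differ in WS (log2 difference in response −0.40, adjusted p = 0.89).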

Transcript for *glucose-6-phosphate dehydrogenase 1* (*G6PDH*) decreased by 87% (Figure 3 and Supplementary Figure S6). This decrease was validated by qPCR. 

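The other 2 chloroplast glucose-6-phosphate dehydrogenase genes, G6PDH2 and G6PDH3, had low transcript amounts, and neither changed past the test at any time. G6PDH2 (AT5G13110, chromosome 5 of TAIR10.1 from 4158639 to 4161845) was at 10.6 ± 4.09 RPKM at 0 min in Col-0, 7.62 at 15 min (adjusted p = 0.8 from limma), 10.4 ± 3.01 at 120 min (log2 difference 0.01, adjusted p = 0.98) and 5.94 ± 0.945 at 240 min (log2 difference −0.68, standard error 0.29, adjusted p = 0.075). In WS it was at 9.34 RPKM at 0 min and 6.17 at 240 min (log2 difference −0.50, adjusted p = 0.22). The decrease the paper reports for G6PDH2 is shown in a figure with more plants than the RNA-Seq experiment. The means of G6PDH2 here were also lower at 240 min than at 0 min in both ecotypes. G6PDH3 (AT1G24280, chromosome 1 from 8609338 to 8612580) lay between 2.25 and 4.19 RPKM in Col-0 (lowest adjusted p = 0.4) and between 3.25 and 6.13 RPKM in WS (lowest adjusted p = 0.12). In simulated data with 200 changed genes, a change of 1 on the log2 scale was recovered for 50% of genes at 120 min in Col-0. The real comparison called 4976 genes, so its threshold on p was looser and this share does not carry over to it. Smaller changes of these genes could still have been missed.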

*G6PDH2* also decreased and *G6PDH3* had a very low and unchanging expression amount (Figure 5 and Supplementary Figure S6).

**FIGURE 5:**
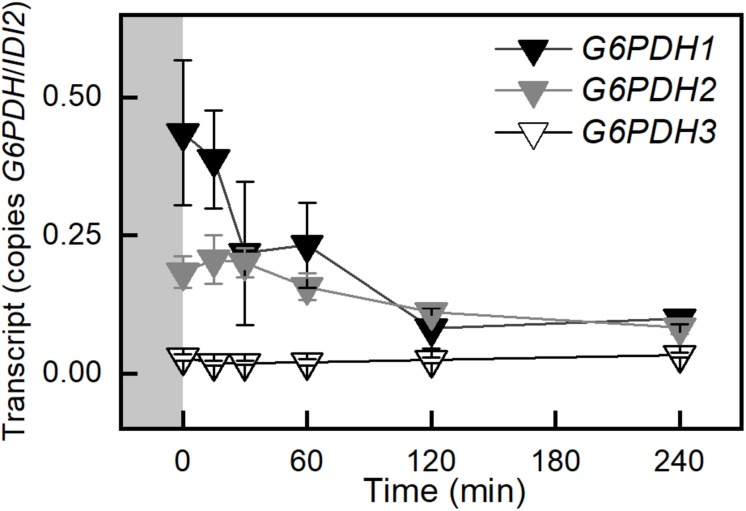
Changes in transcription of the plastid *G6PDH*s in Col-0 in response to an increase in PFD from 120 to 500 μmol m^–2^ s^–1^ C_a_ 400 ppm. Gray block indicates sampling in growth conditions, PFD 120 μmol m^–2^ s^–1^ and 400 ppm CO_2_. *n* = 5.

Transcript amounts for proteins involved in protecting photosynthetic electron transport and PSII repair were examined to determine if light stress was a factor in these experiments. Transcripts of eight genes were differentially expressed according to the cutoff criteria stated above. 

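Most genes of photoprotection and PSII repair that changed after the move to high light declined, and the PSII assembly factor Slr1768 was an exception that rose late. A list of 28 such genes was used, since the paper's own set was not used here. By limma's test, 11 were lower and none was higher at 120 min in Col-0 (11 lower when adjusted over the list alone), and 15 were lower and 2 higher at 240 min (15 lower and 2 higher adjusted over the list alone). Without Col-0 plants 1, 2 and 3, the lower genes at 120 min were 6, 6 and 5. At the paper's cutoff 13 of the 28 passed in Col-0, 10 down and 3 up, the latter being Slr1768, ELIP2, an early light-induced protein, and LCNP, a plastid lipocalin, of which the last pair was named after their values were seen. Slr1768 (AT5G51570, chromosome 5 of TAIR10.1 from 20949291 to 20951512) went from 3.5 ± 1.49 RPKM at 0 min to 4.79 at 120 min (adjusted p = 0.66) and 22.3 ± 12.1 at 240 min (6.36-fold, log2 difference 2.27, standard error 0.38, adjusted p = 5.9e-05). As a log2 ratio of the mean RPKM this is 2.67. In WS it went from 2.46 to 36.9 ± 11.9 RPKM at 240 min (15.0-fold, log2 difference 3.40, adjusted p = 2.5e-07). ZEP, which encodes zeaxanthin epoxidase, an enzyme that ends the photoprotective state of the xanthophyll cycle, fell from 453.6 ± 22.5 to 140.1 ± 53.8 RPKM at 240 min in Col-0 (69.1% lower, log2 difference −1.77, adjusted p = 6.9e-06). The list as a whole was lower than other genes at 240 min in Col-0 (camera, adjusted p = 0.00021, or 0.53 with an estimated correlation) and in WS (adjusted p = 0.002, or 0.51 with an estimated correlation), with 12 genes lower and 5 higher in WS (14 lower and 5 higher adjusted over the list alone).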

From this group of eight, seven had decreasing transcript amounts and only one PSII assembly factor *Slr1768* At5g51570 (Nickelsen and Rengstl, 2013), had an approximate 2.7 fold increase after 4 h (data not shown). Because there was no decrease in photosynthesis after 4 h at a PFD of 500 μmol m^–2^ s^–1^ and transcript of only one gene for PSII repair increased, it was concluded that light stress was not a significant factor.

### Transcripts for 30% of Transcription Factors Were Differentially Expressed

Transcript amounts were examined from the RNA-Seq data of all genes identified as transcription factors or possible transcription factors by the *Arabidopsis* Gene Regulatory Information Server (AGRIS^5^). From this initial pool of 1823 genes 183 were discarded because their sequences were not detected in this experiment. Four hundred and 84 genes, 30%, were selected that had a change in the RPKM value (ΔRPKM) between zero and either 15, 30, 60, 120, or 240 min time points in either Col-0 or WS that was greater than or equal to seven. This cutoff eliminated as many non-responding transcription factors as possible while still containing 15 of the 19 transcription factors that were identified by Vogel et al. (2014) as being quickly upregulated in response to high light and involved in retrograde, chloroplast to nucleus, signaling. 

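By the same rule, applied to a pool of 1696 genes whose annotation names a transcription factor or its family, 416 genes changed by 7 RPKM or more in either ecotype. Of the pool, 205 genes had no reading above 0 in any library, and the 416 were 27.9% of the other 1491. The pool was taken from the reference annotation, since the AGRIS list was not used here. With a change of 5 RPKM the share was 32.9% and with 10 RPKM 22.6%. Among the fixed lists were selected members, not whole families, of the WRKY, AP2/ERF, C2H2 zinc finger and NAC factors. Many WRKY factors act in stress and wound responses, and AP2/ERF is the family of RRTF1. The counts and tests below describe these lists and not the families. At 15 min in Col-0, 9 of 18 WRKY genes were higher (12 when adjusted over the list alone) and 7 of 21 AP2/ERF genes (18 adjusted over the list alone), and none was lower. Both lists stood above other genes (camera, adjusted p = 2.1e-16 and 6.9e-19), also with an estimated correlation (adjusted p = 0.019 and 0.032). In WS at 15 min, 8 WRKY and 7 AP2/ERF genes were higher (AP2/ERF 16 adjusted over the list alone), and both lists held with an estimated correlation (adjusted p = 0.038 for each). At 15 min in Col-0, 3 of 8 C2H2 zinc finger genes were higher (6 higher and 1 lower adjusted over the list alone) and 3 of 13 NAC genes (5 adjusted over the list alone), and these lists stood above other genes (adjusted p = 2.8e-05 and 6e-05) but not with an estimated correlation (adjusted p = 0.16 and 0.34). Of 8 C2H2 zinc finger genes, 4 were higher at 30 min in Col-0 (7 adjusted over the list alone) and 4 in WS (5 adjusted over the list alone). Of 13 NAC genes, 6 were higher at 60 min in Col-0 (7 higher and 1 lower adjusted over the list alone).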

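Increased expression was found for 264 transcription factors in Col-0 and 273 in WS, which is 15.6 and 16.1% of the pool of 1696. The rule was a rise of at least 2 RPKM at any time and no fall by more than the initial RPKM minus 2. A gene that started under 2 RPKM was allowed no fall at all below its mean at 0 min. Increased in both ecotypes were 231, where independent lists of these sizes within the 416 would share 173.2, and 148 of them had their highest mean at the same time in both. WRKY18, whose protein acts with WRKY40 in the response to wounding and pathogens, went from 3.61 to 296.8 RPKM at 30 min in Col-0 (log2 difference 5.63, adjusted p = 0.00017 from limma). With a change of 10 RPKM in place of 7 the counts were 219 and 229, and with 5 RPKM 296 and 304.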

From this pool 227 and 209 transcription factors, 13%, in Col-0 and WS, respectively, were selected that showed increased expression in response to light. Increased expression was defined as transcripts with a RPKM value that increased from the initial time zero value by two or more at any of the sampling time points and did not decrease at any time point by more than the initial RPKM value minus two. These pools contained 11 and 10 of the Vogel et al. (2014) transcription factors in Col-0 and WS, respectively.

Waves of increased expression of transcription factors were observed between the 15 and 240 min sampling time points (Figure 6 and Supplementary Figure S5). 

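The transcription factors with increased expression fell into groups by the time of their highest mean RPKM. In Col-0, 45 were highest at 15 min, 43 at 30 min, 55 at 60 min, 83 at 120 min and 38 at 240 min, and in WS 51, 29, 85, 69 and 39. By limma's test, 24, 21, 43, 56 and 22 of these in Col-0 were higher than at 0 min at the time of their peak, and 11, 19, 59, 53 and 23 in WS. The genes and their peak times were picked from the same means that were tested, and the test makes no allowance for that. Between neighbouring times, 2 of all 13817 genes differed from 15 to 30 min in Col-0, 0 from 30 to 60 min and 2234 from 60 to 120 min. In WS these counts were 15, 678 and 2449. The groups at 15, 30 and 60 min in Col-0 thus rest on the highest mean and were not shown to be distinct. The group at 15 min in Col-0 held ORA47, an AP2/ERF factor that acts in jasmonate synthesis, with 63.1 ± 63.6 RPKM against 0.397 at 0 min (log2 difference 5.01, adjusted p = 0.00074), which did not pass without Col-0 replicate 2 (4.21). Highest of those that peaked at 60 min in Col-0 were RD26 with 297.2 RPKM and ANAC019 with 243.7, NAC factors of the drought and abscisic acid response.

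**Figure D3:**
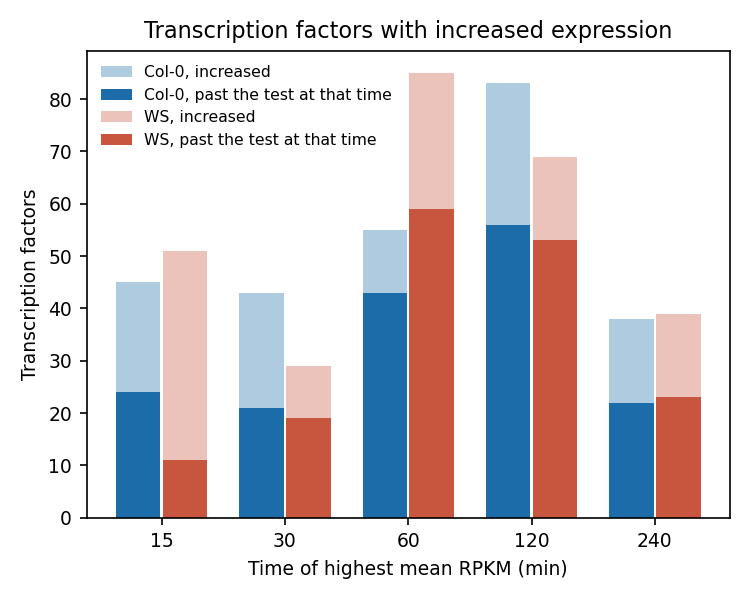
Number of transcription factors with increased expression (vertical axis) by the time of their highest mean RPKM in min (horizontal axis, evenly spaced categories) in Col-0 and WS; pale bars are all of them and full bars those past limma's test at that time. The tallest groups are 83 at 120 min in Col-0 and 85 at 60 min in WS. The test makes no allowance for picking the time from the same means.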

Transcription factors that had a maximal transcript abundance at the 30 or 60 min sampling time points were of particular interest because they preceded the maximal abundance of *GPT2* at 120 min (Figures 2, 4). 

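RRTF1 (AT4G34410), an AP2/ERF transcription factor, was listed at 0 RPKM in all 3 Col-0 libraries in low light, appeared within 15 to 60 min of high light and had returned to near 0 by 120 min. The gene lies on chromosome 4 of TAIR10.1 from 16451876 to 16453260. In Col-0 it reached 12.1 ± 12.0 RPKM at 15 min (log2 difference 3.31, adjusted p = 0.077 from limma), 18.1 ± 19.9 at 30 min (3.60, standard error 1.01, adjusted p = 0.027) and 19.65 ± 17.59 at 60 min (3.51, adjusted p = 0.017), and then 0.2 at 120 min and 0.01 at 240 min. The libraries differed widely, with 11.3, 2.54 and 40.5 RPKM at 30 min and 0.72, 22.8 and 35.5 at 60 min. Without Col-0 replicate 3 the log2 difference at 60 min was 2.68 and did not pass, and without replicate 2 it was 2.99 and did not pass. With voom on the recovered reads, chosen after seeing the data, RRTF1 in Col-0 had a log2 difference of 8.96 at 60 min and passed neither there nor at 30 min. The call at 30 min ended in 7 of the 9 cases in which a single library or plant was left out. Of the 264 transcription factors increased in Col-0, RRTF1 had rank 141 by RPKM at 30 min and 134 at 60 min, and of the 55 that peaked at 60 min rank 41. The list of Vogel et al. was not used here, so its rank within that list was not computed.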

From this list of 19 transcription factors identified by Vogel et al. (2014) the *RRTF1* had the highest transcript abundance at the 30 or 60 min sampling time (Figure 6 and Supplementary Figure S7).

**FIGURE 6:**
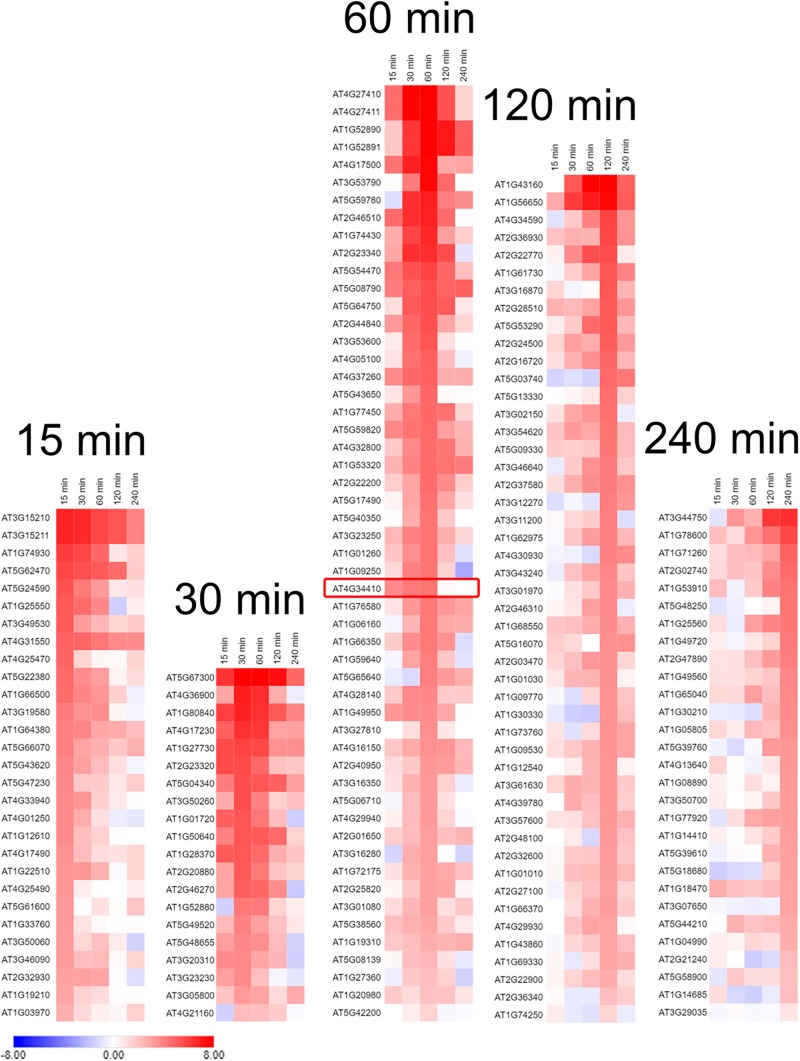
Transcription factors in Col-0 whose expression was increased in response to an increase in PFD from 120 to 500 μmol m^–2^ s^–1^. Transcription factors are grouped according to the time they had the highest transcript abundance after transfer to high light. The red box is around the *RRTF1* transcription factor. Expression values used for heat map generation are the log_2_ ΔRPKM + 1 and are on an absolute scale of –8 to 8. *n* = 3.

### *GPT2* Expression Is Repressed in the *tpt-3* and *rrtf1-1* Mutants

Based on the results of transcript analysis by qPCR or RNA-Seq the expression of *GPT2* or *RRTF1* was examined in various mutant backgrounds. *GPT2* transcript was elevated 34 fold in the *pgm1-1* mutant at time 0 in a PFD of 120 μmol m^–2^ s^–1^ (Figure 7A). This was similar in magnitude to the increased *GPT2* expression in the *pgm1-1* mutant observed in Figure 1. This 34 fold increase in *GPT2* was dwarfed by the 1,321 fold increase observed after 4 h at a PFD of 500 μmol m^–2^ s^–1^ and thus cannot be seen in the figure (Figure 7A). In Col-0 or WS after 240 min the expression of *GPT2* was attenuated. This attenuation did not occur in *pgm1-1* mutant plants with transcript amounts of 120% higher than WT (Figure 7A). In plants missing the TPT, the increase in expression of *GPT2* in response to high light was reduced by 74% (Figure 7A). This was also observed in a *tpt-1* mutant line in the WS background (Supplementary Figure S8A). *GPT2* expression was reduced in *rrtf1-1* mutant plants (Figure 7A). To determine if triose phosphates in the cytosol controlled the expression of *RRTF1*, *RRFT1* expression was measured in *tpt-3* mutant plants. *RRTF1* transcript increased in response to high light in the *tpt-3* mutant to the same degree as WT in with the Col-0 and WS backgrounds (Figure 7B and Supplementary Figure S8B). The pattern of *RRTF1* expression was the same as was observed in the RNA-Seq data.

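RRTF1 transcript in the RNA-Seq libraries of WS was higher than at 0 min at 30 and 60 min, with its highest mean at 30 min, against 60 min in Col-0. Its mean RPKM in WS was 0.00667 at 0 min, 15.68 ± 21.7 at 15 min (adjusted p = 0.13 from limma), 20.8 ± 22.9 at 30 min (log2 difference 3.59, adjusted p = 0.022), 8.15 ± 2.80 at 60 min (3.13, adjusted p = 0.022), 0.443 at 120 min and 0.0333 at 240 min. The 3 WS libraries at 30 min were at 46.1, 1.39 and 14.9 RPKM, and without WS replicate 1 the log2 difference was 2.61 and did not pass. With voom on the recovered reads, chosen after seeing the data, RRTF1 in WS had a log2 difference of 8.20 at 30 min and passed neither there nor at 60 min. The call at 30 min ended in 7 of 9 such cases and that at 60 min in 6 of 9. In Col-0 the decline from 60 to 120 min had a log2 difference of −3.29 (adjusted p = 0.025). No time showed a difference in response between the ecotypes (at 60 min, log2 difference in response −0.38, adjusted p = 0.98).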

**FIGURE 7:**
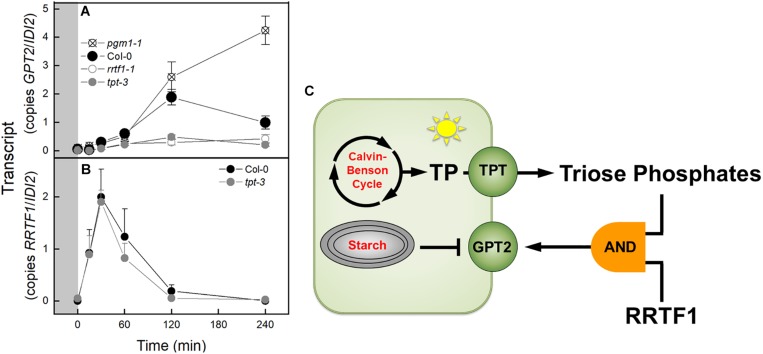
Expression of *GPT2* and *RRTF1* in response to an increase in PFD from 120 to 500 μmol m^–2^ s^–1^ C_a_ 400 ppm in Col-0 and mutants and model of transcriptional regulation of *GPT2*. **(A)** qPCR data of expression of *GPT2* in Col-0 and *pgm1-1*, *rrtf1-1*, and *tpt-3* mutants. *n* = 5 **(B)** qPCR data of expression of *RRTF1* in Col-0 and *tpt-3* mutant. *n* = 5 **(C)** Model of transcriptional regulation of *GPT2* expression. Triose phosphates in the cytosol and *RRTF1* are both required for expression of *GPT2* (shown as an “AND” logic gate) while starch synthesis represses *GPT2* expression.

## Discussion

### Expression of GPT2 Requires Triose Phosphate Export and RRTF1

Expression of both *TPT* and *RRTF1* are necessary for the increased expression of *GPT2*. If either one of these is missing transcript of *GPT2* does not increase in response to an increase in light. The lack of *GPT2* transcript response to an increase in light in a *tpt* mutant has been seen before (Kunz et al., 2010; Heinrichs et al., 2012). This is presumably due to low triose phosphate concentration in the cytosol. The triose phosphates themselves could act as a signal (Häusler et al., 2014). Another possibility is that the sucrose generated from the triose phosphates is acting as a signal. In similar light jump experiments to ours, Schmitz et al. (2014) measured sucrose amounts in Col-0 and the *adg1-1* starchless mutant of *Arabidopsis* for 8.3 h after being transferred from a PFD of 30 to 300 μmol m^–2^ s^–1^. The pattern of sucrose accumulation in the leaves mirrors the pattern of *GPT2* transcript seen in WT and the *pgm1-1* mutant. Sucrose would present a more stable signal than rapidly fluctuating triose phosphate amounts and signaling by sucrose via invertases and hexokinase is well documented (Li and Sheen, 2016).

A third possibility is that a change in export of triose phosphates could cause change in the redox status of the cytosol. Glyceraldehyde 3-phosphate (GAP) could be converted to phosphoglycerate (PGA) by the non-phosphorylating glyceraldehyde-3-phosphate dehydrogenase (GAPN) resulting in the production of NADPH in the cytosol (Habenicht, 1997). The PGA could then be reimported to the chloroplast via the TPT or further metabolized and imported as PEP, or pyruvate. This could result in a change in the redox poise of the cytosol that is concomitant with a change in triose phosphate export. This change in redox could be the signal that activates *RRTF1* (Vogel et al., 2014). However, based on our results, *RRTF1* is induced independently of triose phosphate concentration in the cytosol. The increase in *RRTF1* transcript in the *tpt-3* mutant (Figure 7B) was not seen by Vogel et al. (2014). After carefully scrutinizing the methods of the Vogel et al. (2014) study the reason for this difference is unclear.

There are likely other transcription factors that influence GPT2 expression. 

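In Col-0, 98 transcription factors had their highest mean RPKM at 30 or 60 min, 43 at 30 min and 55 at 60 min. At 30 min these were led by MYBR1 with 314.7 RPKM, WRKY18, BBX30 with 238.5, BBX31 with 168.2 and COL5 with 139.2, where BBX30, BBX31 and COL5 belong to the B-box family of light signalling. At 60 min ERF2 with 199.4 RPKM, ERF1A with 183.9 and MYB59 with 132.3 followed RD26 and ANAC019. In WS, WRKY18 with 181.4 RPKM, SPL1 with 116.1 and WRKY40 with 103.3 led at 30 min, and MYBR1 with 296.9, MYB47 with 272.9 and ANAC019 with 259.9 at 60 min. These leaders were named after their values were seen. Of the 98 in Col-0, 21 of those at 30 min and 43 of those at 60 min passed limma's test against 0 min at their peak, a time picked from the same means. Between 30 and 60 min, 0 of all 13817 genes differed in Col-0 and 678 in WS, so in Col-0 the 30 and 60 min groups were not shown to be distinct.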

Our RNA-Seq results revealed over 70 transcription factors with a similar transcript profile to *RRTF1* (Figure 6). Further the regulation of *GPT2* transcript by RRTF1 may be indirect. However, RRTF1 was of particular interest because of its identification by Vogel et al. (2014) as early acting – minutes as opposed to days – in response to increased light and to be involved in retrograde, chloroplast to nucleus, signaling. *RRTF1* had the highest expression of the 19 transcription factors identified by Vogel in the 30–60 min window preceding the rise in *GPT2* expression. To determine if the interaction between *GPT2* and RRTF1 is direct, experiments could be done in which the promoter of GPT2 is tested for interaction with RRTF1 protein using a yeast one-hybrid system or a plant cell GUS-dependent assay (Berger et al., 2007). Based on our results with both *tpt-3* and *rrtf1-1* mutants we conclude that at least both TPT and RRTF1 are required for expression of *GPT2*, the two acting as inputs to a logic “AND” gate (Figure 7C).

When starch metabolism is blocked, *GPT2* transcript continues to increase in response to increased light but in WT, *GPT2* transcript amount declines after 4 h (Figure 7A). This attenuation could be caused by a reduction of triose phosphate entry into the cytosol. It could also be caused by an increase in triose phosphate conversion to hexose phosphate and re-import into the chloroplast and starch synthesis. This possibility is consistent with the increase in TPI and FBP aldolase (FBA6) expression (Figure 4). Transcript amounts for enzymes in starch synthesis increased after 15 min of higher light and an increase in protein and activity would be possible after 2- 4 h (Figure 4 and Supplementary Figure S5), when a drop in *GPT2* transcript is observed (Figure 2A and Supplementary Figure S1A).

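No starch synthesis gene had changed past the test at 15 min of high light in either ecotype, and by 60 min GWD1 had risen in both, and SS2 and GBSS1 in WS. At 15 min in Col-0, 0 of 19 genes passed limma's test (none higher and none lower), with log2 differences of −0.35 for SS2 (adjusted p = 0.99), −0.22 for SS3 (adjusted p = 1), −0.59 for APL3 (adjusted p = 0.59) and 0.16 for GWD1 (adjusted p = 1). The list did not differ from other genes at that time (camera, adjusted p = 0.49, median log2 difference −0.08). In Col-0 the means of 7 genes lay above and of 12 below 0 min at 15 min, and of 8 and 11 at 30 min. In WS 0 of 19 passed at 15 min, where the means of 13 lay above and of 6 below 0 min, as again at 60 min. At 30 min in WS the means of all 19 lay above and SS2 passed (log2 difference 1.21, adjusted p = 0.044), a call that ended in 7 of the 9 cases in which a single library or plant was left out. At 60 min the means of 17 of the 19 lay above 0 min in Col-0, and 1 gene, GWD1, passed the test (3.49-fold, adjusted p = 0.013), a call that ended in 4 of the 9 cases. In WS 4 passed at 60 min, among them GWD1 (3.501-fold, log2 difference 1.82, adjusted p = 0.0033), which did not pass without WS replicate 2, and GBSS1 (6.96-fold, log2 difference 2.82, adjusted p = 0.004), which did not pass without WS replicate 1. SS2, a starch synthase, went from 28.6 to 160.3 ± 32 RPKM at 60 min in WS (5.6-fold, log2 difference 2.43, adjusted p = 3.5e-05), and in Col-0 to 92.4 RPKM (2.13-fold, adjusted p = 0.084, past the threshold with the plant as a replicate block), with no difference in response shown between the ecotypes (log2 difference in response 1.47, adjusted p = 0.51). From the rise of the starch synthesis transcripts, the paper proposes that the enzymes and their activity could have increased by the time the GPT2 transcript drops.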

GPT2 could play an important role in controlling the source-sink balance of triose phosphates in the cytosol. When there is a rapid increase in the photosynthetic rate, caused by light, transcripts of genes related to sugar phosphate anabolism might be expected to increase. However, there is a large decline in transcripts of genes in the Calvin-Benson cycle and of the triose phosphate transporter. This leads to the hypothesis that unregulated triose phosphate production and export are a problem for the plant. *GPT2* expression could lead to more GPT2 protein in the chloroplast envelope. This may result in a larger plastid sink for hexose phosphate and in turn a greater proportion of triose phosphates being converted to hexose phosphates and used in starch synthesis. This would decrease the amount of GAP that could be acted upon by GAPN (Figure 4, Pathway) and prevent an over reduction of the cytosol.

Starch and sucrose are the two largest end products of photosynthesis (McClain and Sharkey, 2019). When photosynthesis increases, an increase in transcript amounts for enzymes in both starch and sucrose synthesis could be expected. However, a reduction in expression of three critical genes involved in sucrose synthesis was observed (Figure 4 and Supplementary Figure S5). 

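Genes at several steps from triose phosphate to sucrose were lower at 120 min, with SPS4 and SPP2 at its end and others before them. UGP2, a UDP-glucose pyrophosphorylase that makes the glucosyl donor of sucrose, fell from 51.7 ± 9.98 to 18.8 ± 1.14 RPKM at 120 min in Col-0 (63.6% lower, log2 difference −1.39, adjusted p = 6.3e-05 from limma) and from 36.4 to 12.5 RPKM in WS (65.6% lower, adjusted p = 2.5e-05). Its paralog UGP1 moved the other way, from 69.9 to 137.8 ± 6.37 RPKM in Col-0 (1.97-fold, log2 difference 0.97, adjusted p = 0.00018). PFPb2, a subunit of the pyrophosphate-dependent phosphofructokinase, fell from 55.9 to 16.2 RPKM (71.1% lower, log2 difference −1.82, adjusted p = 9.6e-06). FBA5, a cytosolic aldolase, fell from 200.9 ± 156.1 to 20.2 RPKM at 120 min (89.9% lower, log2 difference −3.38, adjusted p = 0.00077) and was at 225.9 RPKM at 240 min. At the paper's cutoff, 9 of 22 sucrose synthesis genes passed in Col-0, 7 down and 2 up.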

In the process of acclimation, days as opposed to hours, an increase in enzymes related to sucrose synthesis has been observed in response to increased light (Miller et al., 2017). 

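CYTOTPI (AT3G55440), the cytosolic triose phosphate isomerase, which interconverts the 2 triose phosphates, doubled its transcript by 60 min in both ecotypes. It lies on chromosome 3 of TAIR10.1 from 20553403 to 20556560. In Col-0 it rose from 313.7 ± 37.6 to 670.8 ± 115.2 RPKM at 60 min (2.14-fold, log2 difference 1.09, standard error 0.19, adjusted p = 0.00039 from limma) and was at 614.9 RPKM at 120 min (1.96-fold, adjusted p = 0.00037). In WS it rose from 318.7 ± 71.3 to 669.8 ± 62.9 RPKM at 60 min (2.102-fold, adjusted p = 0.00013). FBA6, another cytosolic aldolase, rose later, from 31.3 to 75.7 ± 32.9 RPKM at 240 min in Col-0 (2.42-fold, log2 difference 1.19, adjusted p = 0.0098), a call that ended in 4 of the 9 cases in which a single library or plant was left out, with a log2 difference of 0.65 without Col-0 replicate 1.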

In the short term, there is generally a stronger increase of transcripts for processes leading from triose phosphates to hexose phosphate with triose phosphate isomerase standing out, having over a twofold increase in transcript amounts 60 min after being transferred to high light. Changes in expression related to G6P metabolism and transport may serve two functions. It may increase starch synthesis by bypassing the plastidic PGI, or it may provide an additional sink for triose phosphates so that GAP is not converted to PGA by GAPN, disturbing the redox poise of the cytosol.

### Decreasing Transcript for G6PDH1 May Limit Carbon Entry Into the G6P Shunt

The import of G6P via GPT2 could be problematic because it could also be acted on by glucose-6-phosphate dehydrogenase (G6PDH) in the chloroplast (Preiser et al., 2019). G6PDH is generally considered to be deactivated in the light when the chloroplast stroma is reduced. During the day, when the stroma is reduced, the *K_*m*_* of G6PDH increases, but some residual activity remains (Scheibe et al., 1989; Hauschild and von Schaewen, 2003; Preiser et al., 2019). It has been shown that this inhibition of activity can be reversed in bacteria by low mM concentrations of G6P (Cossar et al., 1984). This would result in the G6P entering the G6P shunt leading to a futile cycle consuming ATP and releasing CO_2_ (Sharkey and Weise, 2016; Preiser et al., 2019). Under certain circumstances this shunt may be adaptive allowing the generation of pentose phosphates to restart the Calvin-Benson cycle when triose phosphates are depleted. It could also mitigate a high ATP/NADPH ratio under conditions of high cyclic electron transport (Sharkey and Weise, 2016). *Arabidopsis* has three G6PDH enzymes in the chloroplast, G6PDH1, *2*, and *3* (Wakao and Benning, 2005). Transcript for G6PDH1 (Figure 5 and Supplementary Figure S6), and to a lesser extent G6PDH2, rapidly decrease after the light is increased. It has been proposed that these two contribute the majority of activity for the chloroplast G6PDHs (Wakao and Benning, 2005). One interpretation of the data is that expression of *GPT2* in response to increased light leads to an increase in G6P concentration in the stroma and the reduction in expression of *G6PDH1* and *2* lead to reduced G6PDH activity, limiting the flow of carbon into the G6P shunt.

### GPT2 Expression May Reflect Daytime Metabolic Needs Rather Than Nighttime

Mutants of *Arabidopsis* that are unable to make starch due to a mutation in the plastidic *PGM* have elevated transcript for *GPT2* (Figure 1). The effect of mutations in genes required for starch synthesis on *GPT2* expression has been seen before in mutants in *PGI1*, *PGM1*, and *AGPase* (Bläsing et al., 2005; Kunz et al., 2010). A mutant with a T-DNA insert in the gene for the glucan water dikinase enzyme, the *sex1-81* mutant, can make starch but cannot use it (Ritte et al., 2002). An increase in *GPT2* transcript is also seen in this mutant. The starch phosphorylase, *phs1-1*, mutant does not have elevated *GPT2* transcript (Figure 1). Because of this the increase in *GPT2* transcript in mutants unable to make or mobilize starch is probably not caused by a depletion of hexose phosphates at night. Additionally, it has been shown that *GPT2* transcript in starchless mutants is repressed in the dark (Kunz et al., 2010).

The increase in *GPT2* transcript in the starchless or starch excess mutants could be the result of increased triose phosphates in the cytosol that are not being partitioned into starch. It has been suggested that in starchless mutants, GPT2 may serve to export G6P from the chloroplast (Kunz et al., 2010). In a wild type plant, export of G6P would be unlikely due to the large concentration gradient of G6P measured between the cytosol and chloroplast (Gerhardt et al., 1987; Weise et al., 2006; Szecowka et al., 2013). The concentration difference of G6P between the chloroplast and cytosol in starchless mutant or starch excess mutants is unknown. GPT2 can transport triose phosphates as well as or better than hexose phosphates (Kammerer et al., 1998; Eicks et al., 2002) leaving open the possibility that GPT2 simply serves as an additional export mechanism for triose phosphates in the starchless background.

### *GPT2* Expression Allows a Bypass of Calvin-Benson Cycle FBPase

When the Calvin-Benson cycle enzyme fructose-1,6-bisphosphatase (FBPase) is missing, *GPT2* transcript amounts are increased (Figure 1). The cytosolic FBPase could be used, bypassing the stromal FBPase when GPT2 is present. This comes at a cost of growth and increased cyclic electron transport (Livingston et al., 2010). The chloroplast PGI favors the reaction from F6P to G6P (Preiser et al., 2018). Therefore, *GPT2* expression could result in the chloroplastic G6P concentration being higher than normal. This G6P could be acted on by G6PDH and enter the G6P shunt, detailed above. Any increase in the G6P shunt would result in the need for extra ATP which could be provided by cyclic electron transport. A similar scenario has been seen in *Arabidopsis* plants in which the plastidic triose phosphate isomerase is inhibited by high concentrations of 2-phosphoglycolate. These plants also have elevated expression of *GPT2* and have higher cyclic electron transport (Li et al., 2019). Plants lacking the stromal FBP aldolase have higher cyclic electron flow consistent with this hypothesis (Gotoh et al., 2010) although it is not known if they have increased expression of *GPT2.* In another study using a chloroplast FBPase mutant, elevated *GPT2* transcript was seen but only in the roots (Soto-Suárez et al., 2016). The reasons for the spatial difference in *GPT2* expression observed between our study and that one are unclear. Another possible explanation for the survival of the *hcef1* mutant is a novel redox insensitive plastid FBPase that was found in strawberry but appears to have an ortholog in *Arabidopsis* (Serrato et al., 2009). This use of an alternative FBPase does not explain the increased *GPT2* transcript and high cyclic ETR seen in the *hcef1* mutant.

Another possible pathway for carbon exit and reentry into the chloroplast is the oxidative pentose phosphate pathway in the cytosol. It has been shown that the cytosolic G6PDH in potato is sensitive to the sugar status of the cell and is transcriptionally regulated (Hauschild and von Schaewen, 2003). Using this pathway, carbon could reenter the chloroplast though the xylulose-5-phosphate transporter (XPT). If this pathway is used there is no evidence for transcriptional regulation of it. The transcript amount for XPT was unchanged in the wild type, *gpt2-1* or *phs1-1* mutants (Supplementary Figure S4). Further, no change in transcript was seen in the RNA-Seq data for XPT or any enzyme, including the three G6PDHs in the cytosolic pentose phosphate pathway (data not shown).

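XPT, which encodes the xylulose 5-phosphate transporter of the chloroplast envelope, did not change past the test at any time, while several genes of the cytosolic oxidative pentose phosphate pathway did. XPT (AT5G17630, chromosome 5 of TAIR10.1 from 5809334 to 5810962) was at 34.2 ± 6.63 RPKM at 0 min in Col-0, 25.9 at 120 min (adjusted p = 0.32 from limma) and 23.4 at 240 min (log2 difference −0.53, adjusted p = 0.18). G6PD6 (AT5G40760), a cytosolic glucose-6-phosphate dehydrogenase, rose from 6.86 to 17.1 ± 5.50 RPKM at 120 min in Col-0 (2.49-fold, log2 difference 1.15, adjusted p = 0.0031), which did not pass without Col-0 replicate 3 (log2 difference 0.94). G6PD5 (AT3G27300), another of these enzymes, rose from 9.96 ± 1.33 to 23.8 ± 8.15 RPKM at 240 min in Col-0 (2.39-fold, log2 difference 1.13, adjusted p = 0.00059) and 3.03-fold in WS (adjusted p = 2e-05). RPI1, a ribose 5-phosphate isomerase, rose from 3.74 to 29.7 ± 18.3 RPKM at 60 min in Col-0 (7.95-fold, log2 difference 2.48, adjusted p = 0.002), which did not pass without Col-0 replicate 2 (2.11). PGD3, a 6-phosphogluconate dehydrogenase, rose from 9.91 to 29.1 RPKM at 240 min (2.93-fold, adjusted p = 0.002). The list of this pathway, which includes XPT, was set for the re-analysis, since the gene lists of the paper used here hold none for it. At the paper's cutoff, 4 of its 12 genes passed in Col-0 and 3 in WS, all upwards. Of 11 genes tested, 3 were higher and 2 lower at 120 min in Col-0 (3 higher and 2 lower when adjusted over the list alone), and the list as a whole did not differ from other genes (camera, adjusted p = 0.86).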

### Only an Increase in Calvin-Benson Cycle Activity Caused *GPT2* Transcript to Increase

Increasing CO_2_ has been shown to increase the expression of a homologous gene to *GPT2* in soybean in a Free Atmosphere CO_2_ Enrichment (FACE) experiment (Leakey et al., 2009). In our experiment, CO_2_ was increased under a PFD of 120 μmol m^–2^ s^–1^ rather than the higher PFD of the FACE site field conditions. No change in *GPT2* expression was observed (Figure 2C and Supplementary Figure S1C). Under these conditions the assimilation rate and electron transport rate increased only modestly (Supplementary Figure S3). This most likely did not result in a large change in cytosolic triose phosphate or sucrose concentration or redox status that appears likely to be the drivers of *GPT2* expression.

## Conclusion

Glucose-6-phosphate/phosphate translocator 2 is at the confluence of metabolic adjustment to sudden increases in carbon assimilation. While normally not expressed, *GPT2* transcript rapidly increases when the rate of photosynthesis increases. The time course of RNA-Seq results after an increase in photosynthesis provides valuable insights into the metabolic tradeoffs plants make. When photosynthesis increases, GPT2 may act as a safety-valve, shunting sugar phosphates away from the NADPH-producing non-phosphorylating GAPDH. At the same time GPT2 can also shunt extra carbon toward starch synthesis, bypassing the regulatory stromal PGI. Connecting the cytosolic and stromal G6P pools comes at a cost. The increase in G6P in the chloroplast may activate the stromal G6PDH leading to loss of ATP and loss of carbon, when 6-phosphogluconate dehydrogenase in the G6P shunt releases CO_2_. However, the reduction in expression of genes related to sucrose synthesis is puzzling.

## Data Availability

The datasets generated for this study can be found in Gene Expression Omnibus. The raw and processed data were deposited in the Gene Expression Omnibus (Edgar et al., 2002) and are accessible through the GEO Series accession number GSE132626 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132626) (Raw RNA-Seq data is being submitted to the NCBI, and accession numbers will be added during the revision process).

## Author Contributions

SW and TS designed the experiments. SW carried out the bulk of the research. KC and TL carried out the RNA-Seq and the initial analysis of RNA-Seq data. AP, HK, and CP-P worked out some of the qPCRs and analyzed the results. SW wrote the manuscript. TS edited the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://rtsf.natsci.msu.edu/genomics/

2 https://www.bioinformatics.babraham.ac.uk/projects/fastqc/

3 https://software.broadinstitute.org/morpheus

4 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSEXXXXX

5 https://agris-knowledgebase.org/

# Supplementary material for: Transcriptional Regulation of the Glucose-6-Phosphate/Phosphate Translocator 2 Is Related to Carbon Exchange Across the Chloroplast Envelope
**Source:** Front Plant Sci. 2019 Jun 27;10:827. doi: 10.3389/fpls.2019.00827
**Supplement:** Supplementary file 2

Transcriptional regulation of the glucose-6-phosphate transporter 2

Supplemental Appendix S1. Specific Arabidopsis gene loci for specific biochemical pathways

Sean E. Weise^{1,2}, Tiffany Liu³, Kevin L. Childs³, Alyssa L. Preiser¹, Hailey M. Katulski¹, Christopher Perrin-Porzondek¹, Thomas D. Sharkey^{1,2,4*}

Calvin-Benson Cycle

Gene	Name	Gene Locus	Reference
Rubisco large subunit	RBCL	AtCg00490	Peltier et al., 2006
Rubisco small subunit chain 1A	RBCS1A	At1g67090	Krebbers et al., 1988
Rubisco small subunit chain 1B	RBCS1B	At5g38430	Krebbers et al., 1988
Rubisco small subunit chain 2B	RBCS2B	At5g38420	Krebbers et al., 1988
Rubisco small subunit chain 3B	RBCS3B	At5g38410	Krebbers et al., 1988
Rubisco activase	RCA	At2g39730	Werneke and Ogren, 1989
Phosphoglycerate kinase 1	PGK1	At3g12780	Rosa-Téllez et al., 2018
Phosphoglycerate kinase 2	PGK2	At1g56190	Rosa-Téllez et al., 2018
Glyceraldehyde-3-phosphate dehydrogenase A subunit	GAPA-1	At3g26650	Marri et al., 2005
Glyceraldehyde-3-phosphate dehydrogenase A-2 subunit	GAPA-2	At1g12900	Marri et al., 2005; Peltier et al., 2006
Glyceraldehyde-3-phosphate dehydrogenase B subunit	GAPB	At1g42970	Marri et al., 2005
Triosephosphate isomerase	TPI	At2g21170	Chen and Thelen, 2010
Fructose-1,6-bisphosphate aldolase 1	FBA1	At2g1330	Lu et al., 2012
Fructose-1,6-bisphosphate aldolase 2	FBA2	At4g38970	Lu et al., 2012
Fructose-1,6-bisphosphate aldolase 3	FBA3	At2g01140	Lu et al., 2012
Fructose-1,6-bisphosphatase	CFBP1	At3g54050	Serrato et al., 2009a
Fructose-1,6-bisphosphatase	CFBP2	At5g64380	Serrato et al., 2009b
Transketolase	TKL1	At3g60750	Rocha et al., 2014
Sedoheptulose-1,7-bisphosphatase	SBPASE	At3g55800	Willingham et al., 1994
Ribose-5-phosphate isomerase	EMB3119	At3g04790	Howles et al., 2006
Ribulose-phosphate-3-epimerase	RPE	At5g61410	Favery et al., 1998

Phosphoribulokinase	PRK	At1g32060	Marri et al., 2005
Chloroplast protein 12-1	CP12-1	At2g47400	Singh et al., 2008
Chloroplast protein 12-2	CP12-2	At3g62410	Singh et al., 2008

Chloroplast G6P Shunt

**Gene**	**Name**	**Gene Locus**	**Reference**
Glucose-6-phosphate dehydrogenase<br>1	G6PDH1	At5g35790	Wakao and Benning, 2005
Glucose-6-phosphate dehydrogenase<br>2	G6PDH2	At5g13110	Wakao and Benning, 2005
Glucose-6-phosphate dehydrogenase<br>3	G6PDH3	At1g24280	Wakao and Benning, 2005
6-Phosphogluconolactonase 3	6PGL3	At5g24400	Xiong et al., 2009
6-Phosphogluconate dehydrogenase 1	PGD1	At1g64190	Hölscher et al., 2016
6-Phosphogluconate dehydrogenase 2	PD2	At3g02360	Hölscher et al., 2016

Starch Synthesis

Gene	Name	Gene Locus	Reference
Phosphoglucoisomerase 1	PGI1	At4g24620	Yu et al., 2000
Phosphoglucomutase 1	PGM1	At5g51820	Egli et al., 2010
ADP glucose pyrophosphorylase large subunit 1	APL1	At5g19220	Crevillén et al., 2005
ADP glucose pyrophosphorylase large subunit 2	APL2	At1g27680	Crevillén et al., 2005
ADP glucose pyrophosphorylase large subunit 3	APL3	At4g39210	Crevillén et al., 2005
ADP glucose pyrophosphorylase large subunit 4	APL4	At2g21590	Crevillén et al., 2005
ADP glucose pyrophosphorylase small subunit 1	APS1	At5g48300	Hendriks et al., 2003
Starch synthase 1	SS1	At5g24300	Delvallé et al., 2005
Starch synthase 2	SS2	At3g01180	Zhang et al., 2008
Starch synthase 3	SS3	At1g11720	Zhang et al., 2005
Starch synthase 4	SS4	At4g18240	Roldán et al., 2007
Granule bound starch synthase1	GBSS1	At1g32900	Tenorio et al., 2003
Starch branching enzyme1	BE1	At3g20440	Wang et al., 2010
Starch branching enzyme2	BE2	At5g03650	Dumez et al., 2006
Starch branching enzyme 3	BE3	At2g36390	Dumez et al., 2006
Isoamylase 1	ISA1	At2g39930	Delatte et al., 2005
Isoamylase 2	ISA2	At1g03310	Delatte et al., 2005
Glucan water dikinase 1	GWD 1	At1g10760	Ritte et al., 2002
Phosphoglucan water dikinase	PWD	At5g26570	Kötting et al., 2005

Sucrose Synthesis

Gene	Name	Gene Locus	Reference
Triose phosphate transporter	TPT	At5g46110	Schneider et al., 2002
Triose phosphate isomerase	CYTOTPI	At3g55440	Shih, 1994
Fructose-1,6-bisphosphate aldolase<br>5	FBA5	At4g26530	Lu et al., 2012
Fructose-1,6-bisphosphate aldolase<br>6	FBA6	At2g36460	Lu et al., 2012
Fructose-1,6-bisphosphate aldolase<br>7	FBA7	At4g26520	Lu et al., 2012
Fructose-1,6-bisphosphatase	CYFBP	At1g43670	García-Díaz et al., 2015
Pyrophosphate dependent fructose-<br>6-phosphate 1-phosphotransferase<br>α 1 subunit	PFP α 1	At1g20950	Lim et al., 2009
Pyrophosphate dependent fructose-<br>6-phosphate 1-phosphotransferase<br>α 2 subunit	PFP α 2	At1g76550	Lim et al., 2009
Pyrophosphate dependent fructose-<br>6-phosphate 1-phosphotransferase<br>β 1 subunit	PFP β 1	At1g12000	Lim et al., 2009
Pyrophosphate dependent fructose-<br>6-phosphate 1-phosphotransferase<br>β 2 subunit	PFP β 2	At4g04040	Lim et al., 2009
Phosphoglucisomerase 2	PGI2	At5g42740	Kunz et al., 2014
Phosphoglucomutase 2	PGM2	At1g70730	Egli et al., 2010
Phosphoglucomutase 3	PGM3	At1g23190	Egli et al., 2010
UDP-glucose pyrophosphorylase 1	UGP1	At3g03250	Meng et al., 2008
UDP-glucose pyrophosphorylase 2	UGP2	At5g17310	Meng et al., 2008
Sucrose phosphate synthase A1	SPSA1	At5g20280	Volkert et al., 2014
Sucrose phosphate synthase A2	SPSA2	AT5g11110	Volkert et al., 2014
Sucrose phosphate synthase B	SPSB	At1g04920	Volkert et al., 2014
Sucrose phosphate synthase C	SPSC	At4g10120	Volkert et al., 2014
Sucrose phosphate phosphatase 2	SPP2	At2g35840	Albi et al., 2016
Sucrose phosphate phosphatase 3A	SPP3A	At3g54270	Albi et al., 2016
Sucrose phosphate phosphatase 3B	SPP3B	At3g52340	Albi et al., 2016

Cytosolic Glycolysis

Gene	Name	Gene Locus	Reference
Glyceraldehyde-3-phosphate dehydrogenase C1	GAPC1	At3g04120	Rius et al., 2008
Glyceraldehyde-3-phosphate dehydrogenase C2	GAPC2	At1g13440	Guo et al., 2014
Phosphoglycerate kinase 3	PGK3	At1g79550	Rosa-Téllez et al., 2018
Non-phosphorylating glyceraldehyde-3-phosphate dehydrogenase	GAPN	At2g24270	Rius et al., 2006
Phosphoglycerate mutase	iPGAM1	At1g09780	Zhao and Assmann, 2011
Phosphoglycerate mutase	iPGAM2	At3g08590	Zhao and Assmann, 2011
Enolase	ENO2	At2g36530	Eremina et al., 2015
Predicted cytosolic pyruvate kinase	PK1	At5g08570	Yanagisawa et al., 2004
Predicted cytosolic pyruvate kinase	PK2	At5g63680	Yanagisawa et al., 2004
Predicted cytosolic pyruvate kinase		At3g52990	Andre et al., 2007
Predicted cytosolic pyruvate kinase		At2g36580	Andre et al., 2007
Predicted cytosolic pyruvate kinase		At3g55650	Andre et al., 2007
Predicted cytosolic pyruvate kinase		At5g56350	Andre et al., 2007
Predicted cytosolic pyruvate kinase		At4g26390	Andre et al., 2007
Predicted cytosolic pyruvate kinase		At3g04050	Andre et al., 2007
Predicted cytosolic pyruvate kinase		At3g25960	Andre et al., 2007
Predicted cytosolic pyruvate kinase		At3g55810	Andre et al., 2007

- Albi, T., Ruiz, M. T., de los Reyes, P., Valverde, F., and Romero, J. M. (2016). Characterization of the sucrose phosphate phosphatase (SPP) isoforms from *Arabidopsis thaliana* and role of the S6PPc domain in dimerization. *PLoS ONE*. 11, e0166308. doi: 10.1371/journal.pone.0166308
- Andre, C., Froehlich, J. E., Moll, M. R., and Benning, C. (2007). A heteromeric plastidic pyruvate kinase complex involved in seed oil biosynthesis in *Arabidopsis*. *Plant Cell*. 19, 2006-2022. doi: 10.1105/tpc.106.048629
- Chen, M., and Thelen, J. J. (2010). The plastid isoform of triose phosphate isomerase is required for the postgerminative transition from heterotrophic to autotrophic growth in *Arabidopsis*. *Plant Cell*. 22, 77-90. doi: 10.1105/tpc.109.071837
- Crevillén, P., Ventriglia, T., Pinto, F., Orea, A., Mérida, A., and Romero, J. M. (2005). Differential pattern of expression and sugar regulation of *Arabidopsis thaliana* ADP-glucose pyrophosphorylase-encoding genes. *J. Biol. Chem.* 280, 8143-8149. doi: 10.1074/jbc.M411713200
- Delatte, T., Trevisan, M., Parker, M. L., and Zeeman, S. C. (2005). *Arabidopsis* mutants Atisa1 and Atisa2 have identical phenotypes and lack the same multimeric isoamylase, which influences the branch point distribution of amylopectin during starch synthesis. *Plant J.* 41, 815-830. doi: 10.1111/j.1365-313X.2005.02348.x
- Delvallé, D., Dumez, S., Wattebled, F., Roldán, I., Planchot, V., Berbezy, P., et al. (2005). Soluble starch synthase I: a major determinant for the synthesis of amylopectin in

- Arabidopsis thaliana* leaves. *Plant J.* 43, 398-412. doi: doi:10.1111/j.1365-313X.2005.02462.x
- Dumez, S., Wattebled, F., Dauvillee, D., Delvalle, D., Planchot, V., Ball, S. G., et al. (2006). Mutants of *Arabidopsis* lacking starch branching enzyme II substitute plastidial starch synthesis by cytoplasmic maltose accumulation. *Plant Cell.* 18, 2694-2709. doi: 10.1105/tpc.105.037671
- Egli, B., Kolling, K., Kohler, C., Zeeman, S. C., and Streb, S. (2010). Loss of cytosolic phosphoglucosyltransferase compromises gametophyte development in *Arabidopsis*. *Plant Physiol.* 154, 1659-1671. doi: 10.1104/pp.110.165027
- Eremina, M., Rozhon, W., Yang, S., and Poppenberger, B. (2015). ENO2 activity is required for the development and reproductive success of plants, and is feedback-repressed by AtMBP-1. *Plant J.* 81, 895-906. doi: doi:10.1111/tpj.12775
- Favery, B., Lecomte, P., Gil, N., Bechtold, N., Bouchez, D., Dalmasso, A., et al. (1998). RPE, a plant gene involved in early developmental steps of nematode feeding cells. *The EMBO Journal.* 17, 6799-6811. doi: 10.1093/emboj/17.23.6799
- García-Díaz, Á., Serrato, A. J., Rojas-González, J. A., Sandalio, L. M., Romero-Puertas, M. C., Soto-Suárez, M., et al. (2015). Disruption of both chloroplastic and cytosolic FBPase genes results in a dwarf phenotype and important starch and metabolite changes in *Arabidopsis thaliana*. *J. Exp. Bot.* 66, 2673-2689. doi: 10.1093/jxb/erv062
- Guo, L., Ma, F., Wei, F., Fanella, B., Allen, D. K., and Wang, X. (2014). Cytosolic phosphorylating glyceraldehyde-3-phosphate dehydrogenases affect *Arabidopsis* cellular metabolism and promote seed oil accumulation. *Plant Cell.* 26, 3023-3035. doi: 10.1105/tpc.114.126946
- Hendriks, J. H. M., Kolbe, A., Gibon, Y., Stitt, M., and Geigenberger, P. (2003). ADP-glucose pyrophosphorylase is activated by posttranslational redox-modification in response to light and to sugars in leaves of *Arabidopsis* and other plant species. *Plant Physiol.* 133, 838-849. doi:
- Hölscher, C., Lutterbey, M.-C., Lansing, H., Meyer, T., Fischer, K., and von Schaewen, A. (2016). Defects in peroxisomal 6-phosphogluconate dehydrogenase isoform *PGD2* Prevent Gametophytic Interaction in *Arabidopsis thaliana*. *Plant Physiol.* 171, 192-205. doi: 10.1104/pp.15.01301
- Howles, P. A., Birch, R. J., Collings, D. A., Gebbie, L. K., Hurley, U. A., Hocart, C. H., et al. (2006). A mutation in an *Arabidopsis* ribose 5-phosphate isomerase reduces cellulose synthesis and is rescued by exogenous uridine. *Plant J.* 48, 606-618. doi: 10.1111/j.1365-313X.2006.02902.x
- Kötting, O., Pusch, K., Tiessen, A., Geigenberger, P., Steup, M., and Ritte, G. (2005). Identification of a novel enzyme required for starch metabolism in *Arabidopsis* leaves. The phosphoglucan, water dikinase. *Plant Physiol.* 137, 242-252. doi:
- Krebbers, E., Seurinck, J., Herdies, L., Cashmore, A. R., and Timko, M. P. (1988). Four genes in two diverged subfamilies encode the ribulose-1,5-bisphosphate carboxylase small subunit polypeptides of *Arabidopsis thaliana*. *Plant Mol. Biol.* 11, 745-759. doi: 10.1007/bf00019515
- Kunz, H.-H., Zamani-Nour, S., Häusler, R. E., Ludewig, K., Schroeder, J. I., Malinova, I., et al. (2014). Loss of cytosolic phosphoglucose isomerase affects carbohydrate metabolism in leaves and is essential for fertility of *Arabidopsis*. *Plant Physiol.* 166, 753-765. doi: 10.1104/pp.114.241091

- Lim, H., Cho, M.-H., Jeon, J.-S., Bhoo, S. H., Kwon, Y.-K., and Hahn, T.-R. (2009). Altered expression of pyrophosphate: Fructose-6-phosphate 1-phosphotransferase affects the growth of transgenic *Arabidopsis* plants. *Molecules and Cells*. 27, 641-649. doi: 10.1007/s10059-009-0085-0
- Lu, W., Tang, X. L., Huo, Y. Q., Xu, R., Qi, S. D., Huang, J. G., et al. (2012). Identification and characterization of fructose 1,6-bisphosphate aldolase genes in *Arabidopsis* reveal a gene family with diverse responses to abiotic stresses. *Gene*. 503, 65-74. doi: 10.1016/j.gene.2012.04.042
- Marri, L., Sparla, F., Pupillo, P., and Trost, P. (2005). Co-ordinated gene expression of photosynthetic glyceraldehyde-3-phosphate dehydrogenase, phosphoribulokinase, and CP12 in *Arabidopsis thaliana*. *J. Exp. Bot.* 56, 73-80. doi: 10.1093/jxb/eri001
- Meng, M., Wilczynska, M., and Kleczkowski, L. A. (2008). Molecular and kinetic characterization of two UDP-glucose pyrophosphorylases, products of distinct genes, from *Arabidopsis*. *Biochimica et Biophysica Acta (BBA) - Proteins and Proteomics*. 1784, 967-972. doi: 10.1016/j.bbapap.2008.02.021
- Peltier, J.-B., Cai, Y., Sun, Q., Zabrouskov, V., Giacomelli, L., Rudella, A., et al. (2006). The oligomeric stromal proteome of *Arabidopsis thaliana* chloroplasts. *Mol. Cell. Proteomics*. 5, 114-133. doi: 10.1074/mcp.M500180-MCP200
- Ritte, G., Lloyd, J. R., Eckermann, N., Rottmann, A., Kossmann, J., and Steup, M. (2002). The starch-related R1 protein is an α -glucan, water dikinase. *Proc. Natl Acad. Sci. USA*. 99, 7166-7171. doi: 10.1073/pnas.062053099
- Rius, S. P., Casati, P., Iglesias, A. A., and Gomez-Casati, D. F. (2006). Characterization of an *Arabidopsis thaliana* mutant lacking a cytosolic non-phosphorylating glyceraldehyde-3-phosphate dehydrogenase. *Plant Mol. Biol.* 61, 945-957. doi: 10.1007/s11103-006-0060-5
- Rius, S. P., Casati, P., Iglesias, A. A., and Gomez-Casati, D. F. (2008). Characterization of *Arabidopsis* lines deficient in GAPC-1, a cytosolic NAD-dependent glyceraldehyde-3-phosphate dehydrogenase. *Plant Physiol.* 148, 1655-1667. doi: 10.1104/pp.108.128769
- Rocha, A. G., Mehlmer, N., Stael, S., Mair, A., Parvin, N., Chigri, F., et al. (2014). Phosphorylation of *Arabidopsis* transketolase at Ser⁴²⁸ provides a potential paradigm for the metabolic control of chloroplast carbon metabolism. *Biochem. J.* 458, 313-322. doi: 10.1042/bj20130631
- Roldán, I., Wattebled, F., Mercedes Lucas, M., Delvallé, D., Planchot, V., Jiménez, S., et al. (2007). The phenotype of soluble starch synthase IV defective mutants of *Arabidopsis thaliana* suggests a novel function of elongation enzymes in the control of starch granule formation. *Plant J.* 49, 492-504. doi: 10.1111/j.1365-3113.2006.02968.x
- Rosa-Téllez, S., Anoman, A. D., Flores-Tornero, M., Toujani, W., Alseek, S., Fernie, A. R., et al. (2018). Phosphoglycerate kinases are co-regulated to adjust metabolism and to optimize growth. *Plant Physiol.* 176, 1182-1198. doi: 10.1104/pp.17.01227
- Schneider, A., Häusler, R. E., Kolukisaoglu, Ü., Kunze, R., van Der Graaff, E., Schwacke, R., et al. (2002). An *Arabidopsis thaliana* knock-out mutant of the chloroplast triose phosphate/phosphate translocator is severely compromised only when starch synthesis, but not starch mobilisation is abolished. *Plant J.* 32, 685-699. doi: 10.1046/j.1365-3113.2002.01460.x

- Serrato, A. J., Barajas-Lopez, J. D., Chueca, A., and Sahrawy, M. (2009a). Changing sugar partitioning in FBPase-manipulated plants. *J. Exp. Bot.* 60, 2923-2931. doi: 10.1093/jxb/erp066
- Serrato, A. J., Yubero-Serrano, E. M., Sandalio, L. M., Munoz-Blanco, J., Chueca, A., Caballero, J. L., et al. (2009b). cpFBPaseII, a novel redox-independent chloroplastic isoform of fructose-1,6-bisphosphatase. *Plant Cell Environ.* 32, 811-827. doi: 10.1111/j.1365-3040.2009.01960.x
- Shih, M. C. (1994). Cloning and sequencing of a cDNA clone encoding the cytosolic triose-phosphate isomerase from *Arabidopsis thaliana*. *Plant Physiol.* 104, 1103-1104. doi: 10.1104/pp.104.3.1103
- Singh, P., Kaloudas, D., and Raines, C. A. (2008). Expression analysis of the *Arabidopsis* CP12 gene family suggests novel roles for these proteins in roots and floral tissues. *J. Exp. Bot.* 59, 3975-3985. doi: 10.1093/jxb/ern236
- Tenorio, G., Orea, A., Romero, J. M., and Mérida, Á. (2003). Oscillation of mRNA level and activity of granule-bound starch synthase I in *Arabidopsis* leaves during the day/night cycle. *Plant Mol. Biol.* 51, 949-958. doi: 10.1023/a:1023053420632
- Volkert, K., Debast, S., Voll, L. M., Voll, H., Schießl, I., Hofmann, J., et al. (2014). Loss of the two major leaf isoforms of sucrose-phosphate synthase in *Arabidopsis thaliana* limits sucrose synthesis and nocturnal starch degradation but does not alter carbon partitioning during photosynthesis. *J. Exp. Bot.* 65, 5217-5229. doi: 10.1093/jxb/eru282
- Wakao, S., and Benning, C. (2005). Genome-wide analysis of glucose-6-phosphate dehydrogenases in *Arabidopsis*. *Plant J.* 41, 243-256. doi: 10.1111/j.1365-3113.2004.02293.x
- Wang, X., Xue, L., Sun, J., and Zuo, J. (2010). The *Arabidopsis* BE1 gene, encoding a putative glycoside hydrolase localized in plastids, plays crucial roles during embryogenesis and carbohydrate metabolism. *Journal of Integrative Plant Biology.* 52, 273-288. doi: 10.1111/j.1744-7909.2010.00930.x
- Werneke, J. M., and Ogren, W. L. (1989). Structure of an *Arabidopsis thaliana* cDNA encoding rubisco activase. *Nucleic Acids Res.* 17, 2871-2871. doi: 10.1093/nar/17.7.2871
- Willingham, N. M., Lloyd, J. C., and Raines, C. A. (1994). Molecular-cloning of the *Arabidopsis thaliana* sedoheptulose-1,7-bisphosphatase gene and expression studies in wheat and *Arabidopsis thaliana*. *Plant Mol. Biol.* 26, 1191-1200. doi: 10.1007/bf00040699
- Xiong, Y. Q., DeFraia, C., Williams, D., Zhang, X. D., and Mou, Z. L. (2009). Characterization of *Arabidopsis* 6-phosphogluconolactonase T-DNA insertion mutants reveals an essential role for the oxidative section of the plastidic pentose phosphate pathway in plant growth and development. *Plant and Cell Physiology.* 50, 1277-1291. doi: 10.1093/pcp/pcp070
- Yanagisawa, S., Akiyama, A., Kisaka, H., Uchimiya, H., and Miwa, T. (2004). Metabolic engineering with Dof1 transcription factor in plants: Improved nitrogen assimilation and growth under low-nitrogen conditions. *Proc. Natl Acad. Sci. USA.* 101, 7833-7838. doi: 10.1073/pnas.0402267101
- Yu, T.-S., Lue, W.-L., Wang, S.-M., and Chen, J. (2000). Mutation of *Arabidopsis* plastid phosphoglucose isomerase affects leaf starch synthesis and floral initiation. *Plant Physiol.* 123, 319-326. doi: 10.1104/pp.123.1.319
- Zhang, X., Szydlowski, N., Delvallé, D., D'Hulst, C., James, M. G., and Myers, A. M. (2008). Overlapping functions of the starch synthases SSII and SSIII in amylopectin biosynthesis in *Arabidopsis*. *BMC Plant Biol.* 8, 96. doi: 10.1186/1471-2229-8-96

- Zhang, X. L., Myers, A. M., and James, M. G. (2005). Mutations affecting starch synthase III in *Arabidopsis* alter leaf starch structure and increase the rate of starch synthesis. *Plant Physiol.* 138, 663-674. doi: 10.1104/pp.105.060319
- Zhao, Z., and Assmann, S. M. (2011). The glycolytic enzyme, phosphoglycerate mutase, has critical roles in stomatal movement, vegetative growth, and pollen production in *Arabidopsis thaliana*. *J. Exp. Bot.* 62, 5179-5189. doi: 10.1093/jxb/err223

How the deposited data were processed for this re-analysis (not part of the article)

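Transcripts were measured by RNA-Seq in leaves of Col-0 and WS plants before (0 min) and 15, 30, 60, 120 and 240 min after a move from a PFD of 120 to 500 μmol m-2 s-1, with 3 libraries in each of 12 groups (36 libraries). According to the methods, a leaf was taken at each time from the same 3 plants of an ecotype, and the replicate number was taken as the plant, which the sources used here do not state outright. The sample labels head the times as hours and give 20 for the time that the titles and the paper give as 30 min; the minutes of the paper were used. The authors trimmed the reads with Trimmomatic 0.32, checked them with FastQC, aligned them to TAIR10 with STAR 2.3.0e, counted them per gene with featureCounts and turned the counts into RPKM values, which are the values deposited and the only ones used here. The strand setting, the annotation release and the version of featureCounts on its own are not given in the sources used here. The number of named sample columns not used was 0.

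The table held 37336 genes, of which 37051 could be matched to the exon lengths of the reference (TAIR10.1, the RefSeq copy of TAIR10) and 285 could not. Since RPKM values of a library rise in steps of 1 read, the number by which each library was divided and its reads in genes were recovered from those steps, and 100% of the values tested lay within 0.1 read of a whole number. Reads in genes ranged from 7.35 (WS 0 min replicate 1) to 41.67 mega (M) reads, with a median of 28.63 and a mean of 28.59 (SD 7.697). The denominators recovered ranged from 7.56 to 53.545 M, and the sums of RPKM times kilobases ranged from 0.771 to 1.206 M between libraries, so that RPKM values carry a further factor per library. Correlations of log2(RPKM + 1) within groups ranged from 0.935 to 0.992. Of all genes, 9463 were at 0 in every library, and 18522 had at least 1 RPKM in 3 or more.

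RPKM values were analysed as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), for the 13817 genes with at least 1 reading above 7 RPKM. Groups were the 12 combinations of ecotype and time, which left 24 residual degrees of freedom (27 with the prior). Each time was compared with 0 min within an ecotype, neighbouring times with each other, the responses of the ecotypes with each other (an interaction), and the ecotypes at 0 min. Tests were 2-sided, p values were adjusted by Benjamini and Hochberg within each comparison, and 0.05 was the threshold. RPKM means and SD are of 3 libraries, fold changes and percentages are of mean RPKM, and log2 differences are of log2(RPKM + 1). Gene lists were compared with all other genes by limma's camera, with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 33 of 34 lists that could be tested. Members of a list were also adjusted over the list alone. Lists of the paper's pathways were taken from the paper and its supplement where these name the genes and were otherwise fixed, with lists of other processes and of cell types, before the data were examined. The paper's cutoff was applied as a mean above 7 RPKM and a change of more than 2-fold at any time. The pool of transcription factors was taken from the names in the reference annotation. Its word pattern was corrected after counts had been seen, since it first matched ERF inside the word superfamily and then symbols of other proteins. The rule for increased transcription factors was set to allow a gene that starts under 2 RPKM no fall below its mean at 0 min. This was done after a signed reading had been seen to drop RRTF1. The rule that picked lists outside the paper's pathways for a closer look was also set after the list results had been seen.

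Genes named in the text are those the paper names, those with the largest changes past the test in all 3 libraries, those with the smallest adjusted p for a difference in response at 120 min, and up to 4 members of each list with the smallest adjusted p, a rule written before the data were examined; values in the paper's figures had been seen, and other genes are marked as chosen after their values were seen. Alternatives fixed at the same stage were a pseudocount of 0.1, a filter of 1 RPKM in 3 samples, no filter, scaling by the median of ratios, TPM, a fit of each ecotype alone, the plant as a replicate block, each plant or library left out, no trend, and other cutoffs. The test of the authors' scaling was first set with the median of ratios, which moves libraries by at most 0.064, and was set with TPM after its values had been seen. Alternatives added after the data were seen were voom on the recovered reads, a fit without 4 libraries (Col-0 60 min and 120 min replicate 1, WS 120 min replicate 3 and WS 0 min replicate 1), and the signed reading of the bound on falls. The pairing by plant comes from the methods and was decided before fits were compared. It entered only the alternative with the replicate block, and the main fit treated the 36 libraries as independent. After group means were taken off, the mean correlation between libraries of the same number was −0.001, 0.077 and 0.202 for Col-0 plants 1, 2 and 3, and 0.172, 0.191 and 0.169 for WS plants, over 15 pairs each. With libraries of other numbers it was −0.01, −0.041 and −0.087 for Col-0 plants and −0.101, −0.081 and −0.08 for WS plants. The fit was tested on simulated data of 13817 genes with 200 changed. Noise was drawn for each gene on its own, so these tests do not cover correlated genes. At 120 min, log2 changes of 0.585, 1, 2 and 3 were recovered for 24, 50, 78 and 96% of genes in Col-0 and 10, 36, 74 and 96% in WS, and for 4, 16, 68 and 84% in the interaction, with at most 5 false calls. The simulated comparisons called 129 genes in Col-0 and 113 in WS, and the real ones 4976 and 5600. The threshold on p moves with the number of calls, so the shares for the ecotypes do not carry over to the real data. In the test of the lists, 1 of 33 lists passed, which was the shifted one. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Measurements of gas exchange, quantitative PCR and mutants were not analysed here.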

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

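The tests of leaf removal, of singlet oxygen, of the authors' scaling and of the time of day were chosen only after the results below had been seen.

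A difference between the groups was flagged because limma's test of the interaction called genes whose response differed between Col-0 and WS: 2 genes at 15 min, 1 at 30 min, 32 at 60 min (13 without Col-0 replicate 2), 18 at 120 min (5 without WS replicate 1 and 87 without WS 120 min replicate 3) and 13 at 240 min (4 without WS replicate 2 and 24 without WS 240 min replicate 1). With voom, chosen after seeing the data, 4 were called at 60 min and 3 at 120 min. At 120 min another of the 10 splits of the 6 plants called 344. The smallest adjusted p at 120 min belonged to AT3G44790, which fell from 55.23 to 2.22 RPKM in WS and lay near 0 in Col-0 (log2 difference −4.08, adjusted p = 2.1e-06), and to AT4G11310, which rose from 0 to 7.37 RPKM in WS and lay at 0 in Col-0 (2.94, adjusted p = 3.9e-05).

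Signals in genes outside those the paper discusses were flagged in 5 lists. Of 13 photorespiration genes, 10 were lower at 240 min in Col-0 (13 when adjusted over the list alone; camera, adjusted p = 9.3e-07, or 0.51 with an estimated correlation), and in WS 8 were (11 adjusted over the list alone). Of 13 genes of flavonoid and anthocyanin synthesis, 9 were lower at 240 min in Col-0 (9 adjusted over the list alone; adjusted p = 0.0012, or 0.61 with an estimated correlation), and in WS 4 were (8 lower and 2 higher adjusted over the list alone).

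Of 22 genes of the jasmonate and wound response, 21 were higher at 60 min in Col-0 (21 adjusted over the list alone; camera, adjusted p = 3.5e-21, or 0.48 with an estimated correlation). Removal of a leaf from the same plant at each time could raise these genes, and the lower of the median log2 differences of the ecotypes at 30 min, 4.1, is large, but without plants left uncut or kept in low light this test cannot tell wounding from light. Singlet oxygen made in excess light could also do so, and its markers had moved by 0.20 in Col-0 (SD 0.94 over 5 genes) and 0.43 in WS (SD 0.83), too wide a spread to tell. For the authors' scaling, each library was brought to the same sum (TPM), which left the median in Col-0 at 4.48 at 30 min. Its standard error of 0.31 is over the 22 genes and not over plants. Without rescaling, the median was 3.66 without Col-0 replicate 3 and 5.58 without Col-0 replicate 2. TPM moved these libraries by −0.149 to 0.064 on the log2 scale and the genes called at 30 min from 946 to 876. A factor per library of this size cannot be the whole source, and so the test could not have come out otherwise.

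All 9 morning-phased clock genes were lower at 240 min in Col-0 (9 adjusted over the list alone; camera, adjusted p = 2.7e-09, or 0.36 with an estimated correlation) and 8 of 9 afternoon- and evening-phased genes were higher (8 adjusted over the list alone, and 5 without Col-0 replicate 2; adjusted p = 2.8e-06, or 0.46 with an estimated correlation). The advance of the day over the 240 min could account for it, as the higher of the median log2 differences of the morning list, −3.18, has the sign that time of day predicts, but no leaves kept in low light over the same hours are here, so light and time of day cannot be told apart for any gene that follows the clock. Of the 4 libraries that stand apart, WS 0 min replicate 1 alone is in the WS comparison and none in the Col-0 one, so a fit without the 4, with 18 of 18 clock genes called in WS still called, tests little.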

How the results depend on the processing

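No result past the threshold changed direction under any alternative, while values of named genes near 0 and not past it changed sign in places, such as PWD in Col-0 at 120 min. With a single library or plant left out, the Col-0 counts ranged from 118 to 472 at 15 min, 201 to 1045 at 30 min, 508 to 2866 at 60 min, 2695 to 5784 at 120 min and 2244 to 3783 at 240 min, and the WS counts from 96 to 410, 180 to 1429, 2266 to 3281, 3153 to 6602 and 1718 to 3563. The lowest counts all came without a whole plant, which leaves 2 plants for the ecotype. Genes whose response differed between ecotypes ranged from 2 to 3 at 15 min, 0 to 1 at 30 min, 13 to 31 at 60 min, 5 to 87 at 120 min (87 without WS 120 min replicate 3) and 4 to 24 at 240 min, and genes that differed between ecotypes at 0 min from 508 to 1053. Lists past the threshold at 120 min ranged from 11 to 12 in Col-0 and 10 to 11 in WS. Genes past the paper's cutoff ranged from 4818 to 5812 in Col-0 and 5295 to 6223 in WS, of the Calvin-Benson cycle from 7 to 11 and 7 to 18, of starch synthesis from 8 to 12 and 11 to 12, of sucrose synthesis from 8 to 9 and 7 to 9, of glycolysis from 4 to 6 and 5 to 6, and of PSII repair from 10 to 14 and 11 to 15. Transcription factors past a change of 7 RPKM ranged from 410 to 436, and those increased from 260 to 275 in Col-0 and 257 to 288 in WS. The adjusted p of lists at 120 min ranged from 0.008452 to 0.6219 for starch synthesis, 0.03155 to 0.1621 for sucrose synthesis and 0.02393 to 0.2781 for glycolysis in Col-0, and from 0.03329 to 0.3087 for starch synthesis and 0.001745 to 0.05338 for sucrose synthesis in WS. The log2 difference of RRTF1 ranged from 2.68 to 4.88 in Col-0 at 60 min and 2.61 to 4.77 in WS at 30 min.

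Other alternatives also moved counts, and the cause was not tested. With each ecotype fitted alone, 579 genes passed in Col-0 at 30 min and 1507 at 60 min. Without the 4 libraries, chosen after seeing the data, 1524 passed in Col-0 at 30 min and 3566 at 60 min, and the difference in response was called for 2 genes at 30 min, 60 at 60 min and 41 at 120 min, with 27 of the 32 genes at 60 min and 10 of the 18 at 120 min still called. With voom on the recovered reads, also chosen after seeing the data, 200 genes passed in WS at 15 min and 717 at 30 min, and the difference in response was called for 1, 0, 4, 3 and 7 genes from 15 to 240 min. With a pseudocount of 0.1 it was called for 1 gene at 15 min, 0 at 30 min, 17 at 60 min and 8 at 120 min. With a filter of 1 RPKM in 3 samples it was called for 51 genes at 60 min, 38 at 120 min and 27 at 240 min, and with no filter for 2 at 30 min, 58 at 60 min, 50 at 120 min and 41 at 240 min, where more genes were tested. Genes that differed between ecotypes at 0 min were 1417 with that filter and 1668 with no filter. Of the lists at 120 min, sucrose synthesis in Col-0 passed without the 4 libraries (adjusted p = 0.04967, or 0.86 with an estimated correlation), glycolysis in Col-0 with the filter of 1 RPKM (0.02959, or 0.78) and starch synthesis in WS with no filter (0.02863, or 0.55). RRTF1 had log2 differences of 8.96 in Col-0 at 60 min and 8.20 in WS at 30 min with voom and did not pass there. With cutoffs of 1.5-fold and 4-fold, 7879 and 2014 genes passed in Col-0 and 8115 and 2271 in WS. With the signed bound on falls, chosen after seeing the data, 234 transcription factors were increased in Col-0 and 243 in WS.

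With the plant as a replicate block, the difference in response was called for 30 genes at 120 min and 21 at 240 min. It moved no other of the main counts by over 1.5 times, ended no call of a named gene, and added calls for 26 of 761 values of named genes, of which those the text gives are named at their values. Of 761 values of named genes, 721 kept their call and size under TPM, 756 under the filter, 735 with no filter, 759 without a trend, 741 with a pseudocount of 0.1, 721 with each ecotype fitted alone, 715 under voom and 669 without the 4 libraries. Calls of these genes ended for 8 values under TPM, 5 under the filter, 26 with no filter, 1 without a trend, 5 with the pseudocount, 20 with each ecotype fitted alone, 33 under voom and 16 without the 4 libraries. Scaling by the median of ratios moved libraries by −0.064 to 0.04 on the log2 scale, too little to test the results. The depth of WS 0 min replicate 1 (7.35 M reads in genes) limits what can be seen in genes near 0 RPKM in that ecotype. In simulated data with 3 plants, a log2 change of 1 at 120 min was recovered for 50% of genes in Col-0 and 36% in WS. Far fewer genes were changed there than were called in the real data, so these shares do not carry over.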

Differences from the paper's values

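The paper gives a 2.7-fold increase of Slr1768 (AT5G51570) after 4 h in Col-0, and the mean RPKM here rose 6.36-fold, from 3.5 to 22.26 RPKM, which is 2.67 as a log2 ratio. The values also differ with the median of ratios (6.173-fold), with TPM (7.502-fold) and without Col-0 replicate 3 (9.731-fold), and they do not differ beyond the spread of the replicates without Col-0 replicate 1 (5.228-fold) or replicate 2 (4.907-fold).

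The paper states that TPT had decreased by 15 min in Col-0, while it was 5.729% lower here, with adjusted p = 1, and its later decline of 64.94% at 120 min passed the test. The paper states no change in enzymes of the cytosolic oxidative pentose phosphate pathway. In the list used here, which is not the paper's set, 4 of 12 genes passed its cutoff in Col-0. Among them were G6PD6, higher by 2.485-fold at 120 min, and G6PD5, higher by 2.391-fold at 240 min. XPT, of which the paper states the same, is in this list and passed at no time. The paper states that GAPN was the only cytosolic glyceraldehyde-3-phosphate dehydrogenase gene past its cutoff, while GAPC2 was 53.96% lower in WS at 240 min, and in Col-0 it was 45.12% lower and under the cutoff. The paper states that every enzyme of the Calvin-Benson cycle and electron transport decreased; at 240 min, the means of 24 of 24 genes of the cycle in Col-0 and 29 of 30 of the electron transport list used here lay below 0 min, with FNR2 (chosen after its values were seen) above it. The paper states that a single gene of PSII repair past its cutoff increased; in the list used here, which is not the paper's set, 3 did in Col-0 (Slr1768, with ELIP2 and LCNP, chosen after their values were seen) and 10 decreased.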

Other observations

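Genes of the jasmonate and wound response were among the earliest and strongest to rise. JAZ1, a repressor of jasmonate signalling that jasmonate itself induces, went from 2.633 to 511.4 ± 454.4 RPKM at 30 min in Col-0 (log2 difference 6.76, adjusted p = 5.5e-05 from limma) and from 2.293 to 345.4 ± 227.4 in WS (6.47, adjusted p = 2.8e-05). OPR3, an enzyme of jasmonate synthesis, went from 9.303 to 938.1 ± 754 RPKM in Col-0 (6.15, adjusted p = 8.4e-05). At 30 min 19 of 22 genes of the list were higher in Col-0 (21 adjusted over the list alone) and 17 in WS (20 adjusted over the list alone), but without Col-0 plant 3 there were 7 and without WS plant 1 there were 6. All 3 touch response genes were higher at 15 min in both ecotypes (3 adjusted over the list alone), and this list held with an estimated correlation (adjusted p = 0.0097 in Col-0 and 0.00078 in WS). Light and the handling of the plants cannot be told apart here. Of 24 cold, drought and ABA response genes, 13 were higher at 60 min in Col-0 (14 adjusted over the list alone; camera, adjusted p = 5.2e-10, or 0.48 with an estimated correlation), and COR15A, which protects chloroplast membranes in the cold, was at 2029 ± 953.9 RPKM at 120 min against 55.56 at 0 min (5.06, adjusted p = 3.3e-07).

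Later, genes of starch breakdown rose and genes of light capture and photorespiration fell. ISA3, a debranching enzyme of starch breakdown, went from 1.937 ± 0.1701 to 44.18 ± 23.81 RPKM at 240 min in Col-0 (3.75, adjusted p = 1.4e-06) and from 4.84 to 94.92 in WS (4.07, adjusted p = 3.5e-07). Of 16 starch degradation genes, 9 were higher and 3 lower at 240 min in Col-0 (11 and 3 adjusted over the list alone; adjusted p = 0.012, or 0.51 with an estimated correlation). GGT1, a photorespiratory aminotransferase, fell from 1725 ± 169.1 to 626.9 ± 157.1 RPKM at 240 min in Col-0 (−1.49, adjusted p = 2.7e-07). LHY, a morning clock gene, fell from 185.8 ± 123.1 to 1.45 ± 1.376 RPKM at 240 min in Col-0 (−6.09, adjusted p = 5e-06) and from 30.27 ± 13.03 to 0.7 ± 0.1217 in WS (−4.12, adjusted p = 0.0005). Light harvesting genes were lower for 5 of 17 at 120 min in Col-0 (4 adjusted over the list alone; adjusted p = 0.00099, or 0.85 with an estimated correlation) and 17 in WS (17 adjusted over the list alone). Tetrapyrrole synthesis genes were lower for 4 of 15 in Col-0 at 120 min (4 adjusted over the list alone; adjusted p = 0.027, or 0.85 with an estimated correlation).

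In the remaining lists at 120 min in Col-0, counted as higher and lower with the counts adjusted over the list alone in brackets, the low-energy response had 0 and 6 of 13 (1 and 6), sugar and sugar phosphate transporters 4 and 4 of 15 (4 and 5), flavonoid and anthocyanin regulators 1 and 1 of 4 (1 and 1), heat shock 2 and 0 of 13 (2 and 0), antioxidant enzymes 3 and 2 of 17 (3 and 1), singlet oxygen markers 1 and 0 of 5 (2 and 0), senescence 2 and 0 of 6 (2 and 0) and reference genes 1 and 1 of 6 (2 and 1). Of these, the low-energy response alone passed as a list (adjusted p = 0.02, or 0.84 with an estimated correlation). In WS at 60 min, 7 of 13 heat shock genes were higher (10 adjusted over the list alone). Markers of guard cells had 1 and 0 of 4 (1 and 2), of epidermis and trichomes 1 and 0 of 4 (1 and 0) and of phloem and bundle sheath 0 and 1 of 5 (0 and 1), and none of the 4 markers of dividing cells was above the floor. ACT2, often used as a reference gene, went from 308.9 to 167.1 RPKM at 120 min in Col-0 (−0.84, adjusted p = 0.004), while its response was not shown to differ in WS (log2 difference in response 1.09, adjusted p = 0.28). The paper normalized its qPCR to ACT2 or IDI2 and states that it checked their absolute amounts over the time course. RPKM and those amounts are different measures and were not compared. At 0 min, 911 genes differed between the ecotypes, 364 higher and 547 lower in WS (508 in all without WS replicate 1), among them G6PD4, at 0.5167 RPKM in Col-0 and 11.18 in WS (3.00, adjusted p = 1e-12). Reads of both ecotypes were aligned to the same TAIR10 genome. Whether sequence differences between the ecotypes changed the number of reads counted was not tested, so these are not shown to be differences of expression.

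The tests of depth and of exchanged labels were chosen only after the positions of the libraries had been seen. By distance to the group means, 27 of 36 libraries lay nearest to their own group. Among the others, Col-0 30 min replicate 2 and WS 30 min replicate 2 lay nearest to 15 min (48.82 against 78.36 to its own group, and 46.27 against 67.79). Every Col-0 60 min library lay nearest to 30 min, replicate 1 clearly (70.48 against 91.3 to its own group). Replicates 2 and 3 did so by little (73.69 against 74.35, and 73.41 against 73.69). The mean of a library's own group was taken without that library, which tends to make the distance to it larger. Col-0 120 min replicate 1 lay nearest to the mean of Col-0 240 min (distance 62.37, against 116.5 to its own group), and WS 120 min replicate 3 nearest to WS 240 min (78.86 against 108.7). On the first principal component, the libraries of Col-0 120 min were at −0.4, 56.4 and 96.1 and those of WS 120 min at 82.7, 87.5 and 11.6. Low depth was excluded, since 2 of the 2 libraries had more reads in genes than another library of their group. A swap of labels between 120 and 240 min was excluded, since 0 libraries at 240 min lay nearest to 120 min, and a swap of ecotype labels was excluded, since 0 of the 2 lay nearest to the other ecotype; a single wrong label stays open.

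Each comparison with 0 min, and that of the ecotypes at 0 min, was repeated on the 10 ways to split its 6 libraries into 3 and 3, and the difference in response on the 10 ways to split the 6 plants, which are too few for a share under 0.05. The real split called the most genes in all but 1 of the comparisons, so that 1 of 10 splits reached its count. The real count and the highest of the other splits were 428 and 337, 946 and 2, 2281 and 0, 4976 and 8, and 4156 and 0 in Col-0 from 15 to 240 min, 376 and 2, 1208 and 1, 3703 and 0, 5600 and 16, and 3401 and 18 in WS, and 911 and 0 between the ecotypes at 0 min. In each comparison of times, 3 other splits put the libraries of each plant into different groups, as the real one does, and these called 1 gene at most in Col-0 at 120 min and 0 in the rest, while the 337 came from a split that does so for 1 plant. For the difference in response they were 2 and 0, 1 and 0, 32 and 0, 18 and 344, and 13 and 0, and at 120 min 2 of 10 splits reached the real count, which points to another structure in the samples, stronger there than the ecotype. That split set Col-0 plants 1 and 2 and WS plant 3 against Col-0 plant 3 and WS plants 1 and 2, whose 120 min libraries lay at 0.44, 0.95 and 0.5 against 1.25, 1.11 and 1.21 of the way from the 0 min mean (0) to that of the other 120 min libraries (1) of their ecotype, with the 2 libraries that lie apart on the same side; what set them apart stays open.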
